# Site-specific impacts on gene expression and behavior in fathead minnows (*Pimephales promelas*) exposed *in situ *to streams adjacent to sewage treatment plants

**DOI:** 10.1186/1471-2105-10-S11-S11

**Published:** 2009-10-08

**Authors:** Natàlia Garcia-Reyero, Ira R Adelman, Dalma Martinović, Li Liu, Nancy D Denslow

## Abstract

**Background:**

Environmental monitoring for pharmaceuticals and endocrine disruptors in the aquatic environment traditionally employs a variety of methods including analytical chemistry, as well as a variety of histological and biochemical endpoints that correlate with the fish fitness. It is now clear that analytical chemistry alone is insufficient to identify aquatic environments that are compromised because these measurements do not identify the biologically available dose. The biological endpoints that are measured are important because they relate to known impairments; however, they are not specific to the contaminants and often focus on only a few known endpoints. These studies can be enhanced by looking more broadly at changes in gene expression, especially if the analysis focuses on biochemical pathways. The present study was designed to obtain additional information for well-characterized sites adjacent to sewage treatment plants in MN that are thought to be impacted by endocrine disruptors.

**Results:**

Here we examine five sites that have been previously characterized and examine changes in gene expression in fathead minnows (*Pimephales promelas*) that have been caged for 48 h in each of the aquatic environments. We find that the gene expression changes are characteristic and unique at each of the five sites. Also, fish exposed to two of the sites, 7 and 12, present a more aggressive behavior compared to control fish.

**Conclusion:**

Our results show that a short-term exposure to sewage treatment plant effluents was able to induce a site-specific gene expression pattern in the fathead minnow gonad and liver. The short-term exposure was also enough to affect fish sexual behavior. Our results also show that microarray analysis can be very useful at determining potential exposure to chemicals, and could be used routinely as a tool for environmental monitoring.

## Background

Effluents from sewage treatment plants are a big source of endocrine-disrupting compounds (EDCs) into the aquatic environment. Exposure of aquatic organisms to EDCs has been linked to adverse physiological effects such as reduced fertility [1], intersex fish [2], sex reversal [3], and immunotoxicity or altered metabolism [4]. Effluents are very complex and variable mixtures of many different compounds [5,6], as a result their adverse effects on wildlife are extremely difficult to predict.

Lee et al. [5,7] analyzed the effects and the presence of EDCs in several streams in Minnesota. Potential sources of EDCs in Minnesota are treated sewage (domestic and industrial) and runoff from agricultural or forested land.

In the Lee study [7], female and male carp were collected at each site and were analyzed for fish health and a series of biomarkers of endocrine disruption. These included measurements of gonadosomatic index (GSI), plasma hormone and vitellogenin (Vtg) levels, and gonad histopathology. GSI is an indicator of reproductive status and chemical exposure and it is related to reproductive success. Gonad histopathology consisted of microscopic examination for the presence of abnormalities, such as ceroid/lipofuscin deposits in the males. Cellular level abnormalities are often seen prior to macroscopic abnormalities and are used as a warning of sublethal health effects and are correlated with increased susceptibility to disease [7]. In the present study only male fish were included.

These studies indicated the presence of EDCs by analyzing biological characteristics, such as hormone and vitellogenin levels, in the common carp. The studies identified sewage treatment plant effluents as a potential source of EDCs. Additionally, fish located at sites upstream of sewage treatment plant effluent draining agricultural and forested land showed indications of EDCs. The present study was designed to obtain additional information using genomics for some of these well-characterized sites in MN that are thought to be impacted by EDCs.

Microarray analysis has developed in recent years to the point where it can be used to gain mechanistic understanding about how fish health is impacted by contaminants. This method provides an unbiased open assessment of the health of fish exposed to polluted aquatic environments. A few studies have used microarrays to analyze the gene expression signature in fish exposed to polluted field sites [8,9]. If these efforts continue to efficiently move ahead, the use of microarrays to evaluate contaminants could become an extremely useful tool in ecological risk assessment.

A variety of anthropogenic chemicals such as industrial chemicals, surfactants and pesticides are known to have some estrogenic potency [2,10,11]. But more recently, among the primary estrogenic components of sewage discharge the human estrogens 17β-estradiol (E_2_) and estrone (E_1_), and the pharmaceutical estrogen 17α-ethinylestradiol (EE_2_), found in birth control pills, have been identified [12]. It is also evident that effluent run off from confined animal feeding organizations (CAFO) introduces high levels of anabolic androgens (17α-trenbolone, and 17β-trenbolone) [13], estrogens (E_2 _and zearalenone) and progestins (melengestrol acetate) [3]. Minnesota is impacted by effluents from sewage treatment plants that deal with domestic and industrial wastes and by run off from agricultural or forested land, where there is an abundance of CAFOs.

Here we examine five sites that have been previously characterized by Lee et al. [5,7] by examining changes in gene expression in male fathead minnows (*Pimephales promelas *– FHM) that were caged for 48 h in the different aquatic environments. We also examined whether 48 h exposure to water from the five sites of interest affected the ability of males to compete for nests and females. For many fish, including the FHM, acquisition of spawning territory is a competitive process in which more aggressive males acquire and maintain spawning territories (i.e., nest sites), whereas subordinate males often fail to reproduce. Past studies indicated that exposure to environmental estrogens can lead to reduced ability of males to acquire nests, whereas exposure to androgens can increase the performance of aggressive behaviors and enhance nest acquisition [14].

We hypothesized that fish exposed to water downstream from sewage treatment plants will have a different gene expression signature than those exposed to upstream waters, probably showing a more estrogenic signature, as waters downstream of sewage treatment plants have been shown to be estrogenic in some cases [15,16]. For a 48 h exposure, the gene expression signature will be a snapshot that depends on the contaminants present in the effluent during the time of exposure, rather than an average over time. We also hypothesized that the short exposure would be long enough to change fish sexual behavior.

## Results

### Selection of field sites

Five sites were selected for exposing FHM to possible EDCs in the natural environment (Figure 1 and Table 1). These sites were identified in Lee et al. [7] as showing evidence of EDCs using biological characteristics of common carp (*Cyprinus carpio*). The five sites were the following: Site 7 (43°36'02"; 93°17'30") is located on Shell Rock River near Albert, Lea, MN. Site 11 (43°51'54"; 95°18'47") is on the Des Moines River, upstream of Windom. Site 12 (43°51'27"; 95°06'28") is on the Des Moines River, downstream of Windom and down stream from a sewage treatment facility. Site 13 (43°43'04"; 96°09'49") is located on Rock River upstream of Luverne, MN. Although the high percentage of agricultural land and the number of animal feedlots in the drainage basin provides the potential for runoff of animal wastes to the streams, those characteristics do not guarantee that runoff into the stream has occurred or was present when the fish were exposed. A fifth site, Site 21 at Jewitt's Creek (45°08'42"; 94°31'00") downstream of Litchfield, MN, was identified in Lee et al. [5] by the presence of a number of sterols in the water quality analysis, although the effects in fish were not analyzed.

**Table 1:** Field sites characteristics

			Land use (% of drainage basin)						
**Site #**	**Site Name**	**Drainage area (km^2^)**	**Urban**	**Agicultural**	**Wetland**	**Forest**	**Water**	**Other**	**Feed Lots within 1 or 5 mi**

7	Shell Rock River near Albert Lea, MN	388	7.6	81.7	2.6	3.5	4.5	0.1	NA
11	Des Moines River upstream of Windom	1432	1.1	89.5	3.9	2.3	3.2	0	0, 3
12	Des Moines River down stream of Windom	2944	1.7	90.4	3.3	1.8	2.8	0	NA
13	Rock River upstream of Luvern, MN	792	1.3	94.9	2.2	1.5	0.1	0	2, 12
21	Jewitts Creek downstream of Litchfield, MN*	27	7.3	63.9	14.9	4.4	?	?	0, 1

Study sites and land basin characteristics from Lee et al. [7], Sites 3, 7, 11, 12, 13, and Lee et al. [5], Site 21. Feedlots are the number of "non-permitted" animal feedlots within approximately 1/4 mile from the stream or its tributaries within and 1 and 5 miles upstream of the exposure site.

Table was abstracted from Lee et al. [7]

* Data is from Lee et al. [7]

NA, data not available

**Figure 1:**
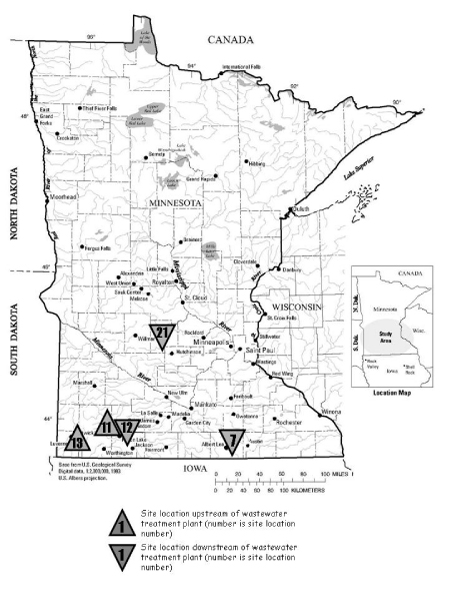
**Location of the sites**. Adapted from Lee *et al*. [5,7]

### Microarray results

A 22,000 gene microarray specific for FHM [17] was used to analyze changes in gene expression patterns in liver and gonad of caged fish exposed to each of the effluents for 48 h. 

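RNA from the liver and from the gonad of caged males was measured on 40 arrays, 20 per tissue, with 4 fish at each of the 5 sites. Each array holds 21495 FHM probes of 60 bases, each printed in 2 spots, with the RNA of 1 fish labeled with Cy5 and the common reference RNA labeled with Cy3. The reference was an equal mixture of RNA from liver, brain and gonad of control females and males. All 21495 probes are described as Unknown in the files, so probes are counted here in place of genes, and the genes that the paper names were not traced to probes. The authors deposited the spot intensities of each array as Agilent's Feature Extraction software wrote them, together with that software's log10 ratio of Cy5 to Cy3. In the liver, the share of Cy5 spots well above background, as Feature Extraction marks them, ranged from 53.7% to 80.4% per array with a median of 68.3%, and the median Cy5 intensity of an array ranged from 96 to 276.5. In the gonad, the share ranged from 70.5% to 87.0% with a median of 76.5%, and the median intensity from 140 to 669. The small number of arrays limits the precision of every comparison. The median pixel intensities were corrected for background by limma's normexp method with an offset of 50, since the paper's text names no background correction, and expressed as log2 ratios of Cy5 to Cy3. Within-array loess and between-array scale normalization followed. The paper describes its scale step as one on median intensities, whereas limma's, used here, sets the median size of the log2 ratio equal between arrays, and these steps may differ. The spots of a probe were averaged, leaving out spots that Feature Extraction marks as non-uniform or as population outliers. Sites were compared by limma in 1 fit of all 20 arrays of a tissue. A probe was counted as altered at an unadjusted p under 0.05, a Benjamini-Hochberg adjusted p under 0.16 and a change of at least 1.5-fold, which are the thresholds that the paper states. The paper's own test, a one-way test per probe followed by Tukey's pair-wise comparison, was run beside limma. The arrays of sites 7, 11 and 12 were scanned over 25 days and extracted with Feature Extraction 9.1.3.1, while those of sites 13 and 21 were scanned on a single day, 218 days later, and extracted with version 9.5.1.1. Every comparison of site 13 or site 21 with site 11 is therefore also a comparison of the 2 scanning campaigns. On 5 arrays, those of fish 2 and 3 of site 7 and fish 2 of site 12 in the liver and of fish 4 of site 7 and fish 1 of site 12 in the gonad, the median size of the log2 ratio before scaling was 0.041 to 0.27, against 0.35 to 0.66 on the other 35 arrays. When the spots that Feature Extraction marks for a non-uniform local background were left out before the background correction, a setting chosen after the counts of altered probes had been seen, the median size on the same 5 arrays was 0.34 to 0.60. Such spots also shifted the corrected intensities on other arrays, by less: at the 10th percentile, Cy3 of fish 5 of site 7 in the gonad went from 159 to 69.9 when they were left out, and Cy5 of fish 2 of site 13 in the gonad from 126 to 77.1.

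**Figure D1:**
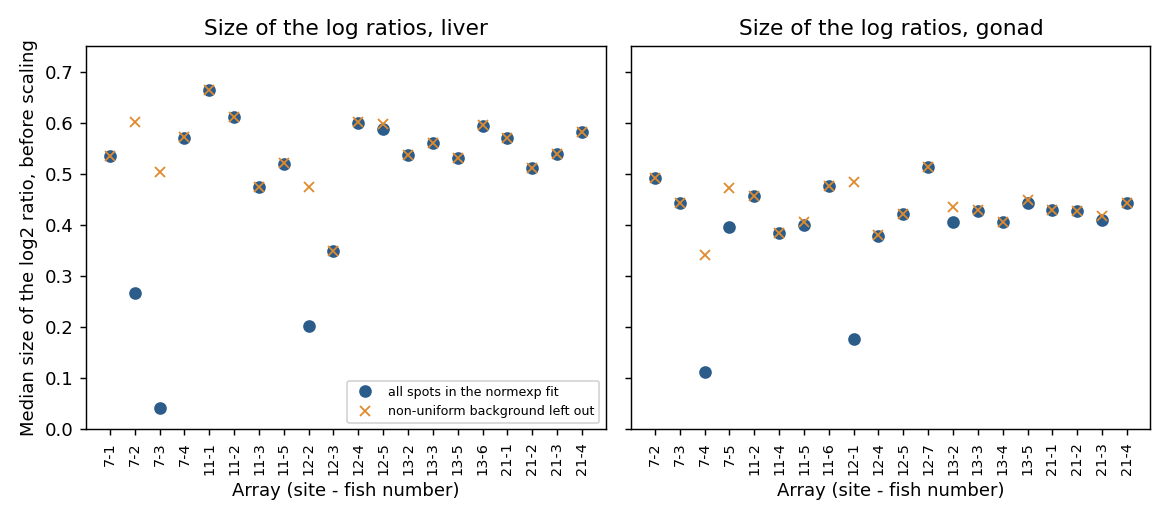
Median size of the log2 ratio of Cy5 to Cy3 on each array before between-array scaling, by site and fish, for liver (left) and gonad (right). Circles are values with all spots in the background correction and crosses are values with the spots of non-uniform local background left out; the 5 circles at or under 0.27 belong to sites 7 and 12.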

Although fish from site 11, a site located up-stream from a sewage treatment facility, were closest to laboratory controls (data not shown), gene expression patterns differed from the laboratory controls, probably due to differences in water quality and environment. This site is the closest to a reference site among the sites tested, yet it was not perfect. Fish at this site presented low GSI, but no Vtg induction in the males. Although we are aware that the site might have low concentrations of EDCs, it did have the lowest impact on fish, compared to the laboratory controls. Consequently, gene expression patterns at all of the field sites were compared to that of fish at site 11.

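Because all comparisons use the same 4 arrays of site 11, 2 sites that do not differ from it still give related changes. In 20 simulations with no changed probe, drawn with the spread of the liver arrays, the changes of a pair of sites against site 11 correlated across probes with a mean r of 0.505 (range 0.462 to 0.538), and in the gonad with a mean r of 0.498 (range 0.457 to 0.537). The simulated probes were drawn independently with the same spread on each array, so these ranges leave out probes that vary together within a fish. What 4 fish against 4 could detect was tested by adding a change to 200 probes in the comparison of site 7 with site 11. Of probes changed 2-fold, limma recovered 50% in the liver and 61.5% in the gonad, and of probes changed 4-fold 70.5% and 85.5%. The methods' Tukey test recovered 49% and 55.5% of the 2-fold changes and 69% and 82% of the 4-fold changes. No recovered probe had the wrong direction.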

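The union of probes altered at 1 or more of sites 7, 12, 13 and 21 against site 11 held 102 probes in the liver and 463 in the gonad, counted for each tissue on its own. The liver union ranged from 3 probes, with median centring in place of loess, to 2657, at an unadjusted p under 0.05 and a 1.5-fold change, over the settings with all fish, and held 5691 without fish 1 of site 7. That last fit keeps fish 2 and 3 of site 7, whose log ratios were small before scaling. The largest gonad union, 3087 probes, came from Feature Extraction's own log ratios without further normalization, and the unadjusted threshold gave 2543. Without the spots of non-uniform local background, the unions were 1321 and 2070.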

To examine expression patterns across sites, we plotted the union of genes identified as significantly regulated across all sites (2624 total, *p*-value < 0.05) in relation to their fold-expression compared to Site 11 (Fig 2 and Fig 3). Each field site showed a unique gene expression pattern that was produced after only 48 h exposure of caged FHM. 

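Each pair of sites was also compared directly. In the liver, the comparisons that span the scanning campaigns gave 338 altered probes for site 7 against 13, 258 for site 12 against 13, 101 for site 13 against 11, 65 for site 7 against 21, 10 for site 12 against 21 and 6 for site 21 against 11. The liver comparisons within a campaign gave 9 for site 7 against 12, 9 for site 13 against 21, 1 for site 7 against 11 and 0 for site 12 against 11. In the gonad, the spanning comparisons gave 1112 for site 12 against 13, 819 for site 7 against 21, 502 for site 12 against 21, 371 for site 13 against 11, 247 for site 7 against 13 and 139 for site 21 against 11. Within a campaign the gonad gave 57 for site 7 against 12, 41 for site 7 against 11, 5 for site 13 against 21 and 0 for site 12 against 11. The same rule applied to the Cy3 channel alone, which holds the same reference RNA on every array, called between 264 and 350 probes in the liver and between 112 and 164 in the gonad for the comparisons that span the campaigns. Within a campaign limma called 0 in the Cy3 channel, where the unadjusted count was at most 18; the methods' Tukey test was not run on that channel. These Cy3 counts rest on quantile normalization of the channel: with median centring, site 7 against 11 in the liver, within a campaign, gave 12384 calls, while sites 21 and 13 against 11 gave 4 each in the liver and 39 and 38 in the gonad. Median centring was run only with all spots in. There, Cy3 at the 10th percentile was 614.6 and 1234 for fish 2 and 3 of site 7 in the liver. With the spots of non-uniform local background left out it was 66.5 and 66.6. The median-centred liver counts therefore cannot be told apart from that shift in the background correction.

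**Figure D2:**
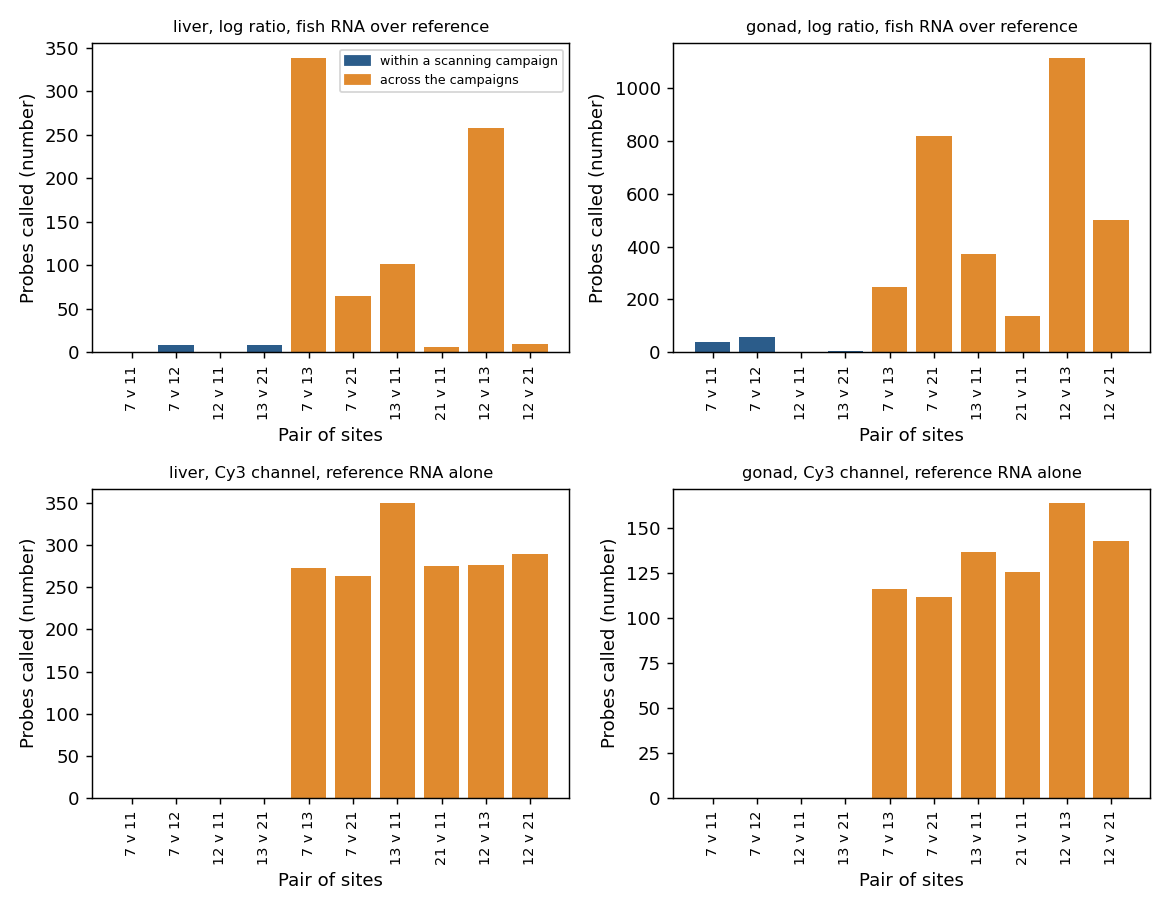
Number of probes called by limma for each pair of sites in the log ratios (top) and in the Cy3 reference channel alone (bottom), for liver (left) and gonad (right). Blue bars compare sites of 1 scanning campaign and orange bars compare sites of different campaigns; the Cy3 channel, quantile-normalized, has bars only across the campaigns, which is not so with median centring.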

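Against site 11, limma called no probe altered at site 12 in either tissue, while 292 probes in the liver and 229 in the gonad passed the unadjusted threshold and the methods' Tukey test called 9 and 22. In 20 simulations with no changed probe, a mean of 537 probes in the liver and 511 in the gonad passed the unadjusted threshold. These are more than at site 12 with all spots in the background correction. Each simulated array had the spread pooled over the 20 arrays of its tissue, so a lower count does not show that site 12 lacks changes. With the spots of non-uniform local background left out, 774 liver and 265 gonad probes passed it at site 12. In the Cy5 channel alone 825 and 342 did. Both liver counts lay above the simulated range of 487 to 603, and both gonad counts below 470 to 555. The simulations hold no counts for these settings, so the liver comparison stays open. At site 7, 1 probe was up-regulated in the liver and none was down-regulated. The gonad at site 7 had 10 probes up-regulated and 31 down-regulated. At site 21, 4 probes were up-regulated and 2 down-regulated in the liver, against 74 and 65 in the gonad. Site 13 had 64 up-regulated and 37 down-regulated probes in the liver and 185 and 186 in the gonad. By the methods' Tukey test, 23 probes were altered at site 7, 25 at site 21 and 67 at site 13 in the liver, and 187, 184 and 305 in the gonad. The counts depended on the background correction. Once the spots of non-uniform local background were left out, site 7 had 401 altered probes in the liver and 446 in the gonad, site 21 had 307 and 702, and site 13 had 865 and 1482, while site 12 had 0 by limma in both. With no background correction the counts were 237, 559 and 923 in the liver and 398, 659 and 1393 in the gonad at sites 7, 21 and 13. In the gonad at site 7, 24.4% of the altered probes were up-regulated with all spots in the background correction, 45.7% with the spots of non-uniform local background left out and 60.7% in the Cy5 channel alone.

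**Figure D3:**
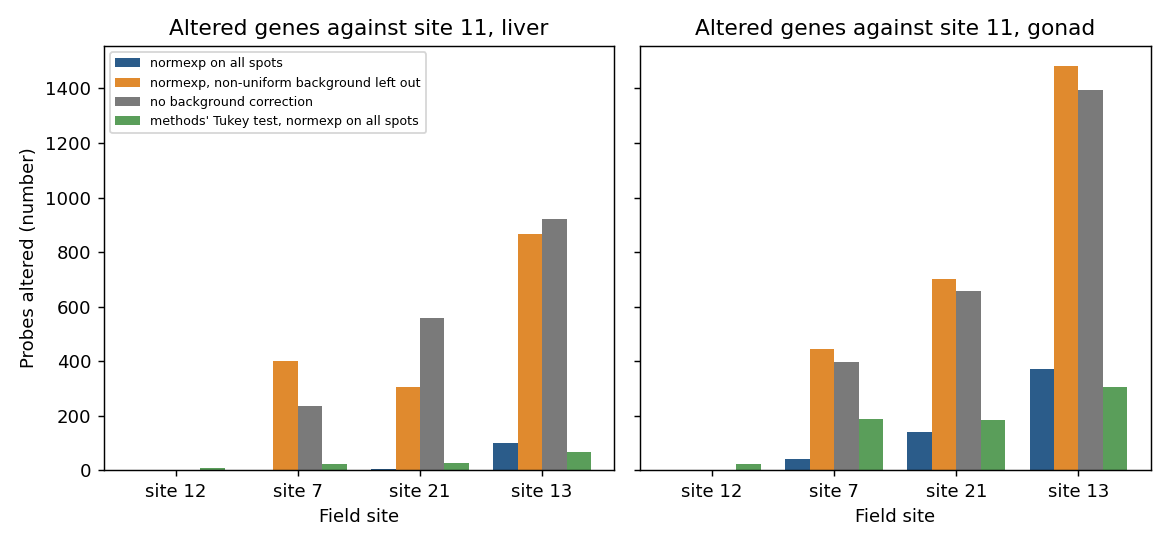
Number of probes altered against site 11 at each site, for liver (left) and gonad (right). Bars give limma's counts with the background correction on all spots (blue), with the spots of non-uniform local background left out (orange) and with no background correction (gray), and the counts of the methods' Tukey test (green); in each of these 4 sets and both tissues, site 13 has the highest bar.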

In the liver and the gonad, the number and identity of up- and down-regulated genes varied tremendously from site to site indicating the complexity of each of the effluents (Table 2).

**Table 2:** Gene expression changes

	LIVER			GONAD		
	up regulated	Down regulated	Total	up regulated	down regulated	Total

**Site 12**	80	133	213	48	64	112
**Site 7**	394	253	647	438	374	812
**Site 21**	434	431	865	738	388	1126
**Site 13**	650	463	1113	911	679	1590

Number of genes significantly altered compared to site 11

**Figure 2:**
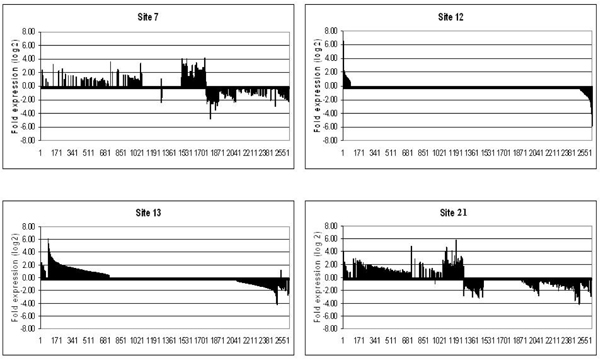
**Expression fingerprints for the liver at each of the sites**. Genes are expressed as fold change over expression at site #11 (similar to control). All genes were arranged from most highly expressed to most highly repressed for site#12 and the same order is kept for the other sites. Genes whose fold expression data was not significant at *p-*value < 0.05 were set to 0.

**Figure 3:**
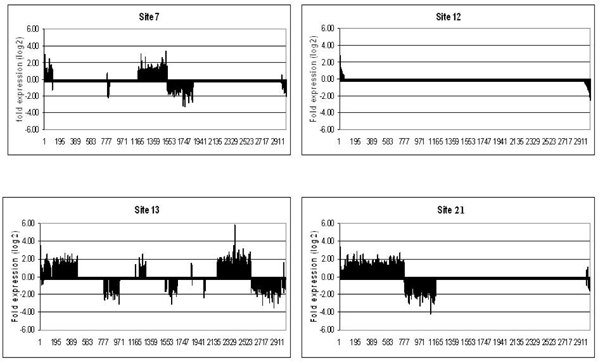
**Expression fingerprints for the gonad at each of the sites**. Genes are expressed as fold change over expression at site #11 (similar to control). All genes were arranged from most highly expressed to most highly repressed for site#12 and the same order is kept for the other sites. Genes whose fold expression data was not significant at *p-*value < 0.05 were set to 0.

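The 20 arrays of a tissue were clustered by average linkage on 1 minus the Pearson correlation of z-transformed log ratios, over the altered probes with a value on every array, 101 in the liver and 460 in the gonad, and divided into 5 clusters. Of the 20 liver arrays, 15 lay in a cluster where their own site was the most frequent, and of the 20 gonad arrays, 12. Permuting the site labels over the same clusters gave a median of 9 in each tissue. That permutation does not allow for the choice of the probes by site. Whole sites can share a cluster, and then only 1 of them counts as the most frequent. The fish of sites 11 and 13 stayed together as 4 of 4 in the liver, and 3 of 4 did at sites 7, 12 and 21. In the gonad 4 of 4 fish stayed together at sites 11, 12, 13 and 21, and 2 at site 7. Choosing the probes at an unadjusted p under 0.05 moved the gonad most, to 19 of 20 arrays.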

Hierarchical clustering of all samples using the union of all differentially expressed genes was conducted to directly compare all the field samples (Fig 4A and 4B). It is clear that expression patterns grouped the fish together by location of exposure. 

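Over all probes, where no gene was chosen by site, 11 liver arrays and 10 gonad arrays clustered with their own site (permutation test of 100000 permutations, one-sided, p = 0.0516 and p = 0.229). The squared distance between sites relative to that within sites gave a pseudo-F of 1.22 in the liver and 1.14 in the gonad (permutation test of the site labels, one-sided, p = 0.193 and p = 0.167). After the spots of non-uniform local background were left out, the pseudo-F was 1.61 in the liver and 1.47 in the gonad (permutation test, p = 2e-05 and p = 0.00538), and 14 and 11 arrays clustered with their own site over all probes. The grouping also followed the scanning campaigns. Over the altered probes, 19 of 20 liver arrays and 20 of 20 gonad arrays lay in the branch of their campaign when the dendrogram was divided into 2, and 20 and 16 with the spots of non-uniform local background left out. Over all probes the numbers were 13 and 20, with the spots left out 20 and 20, and in the Cy5 channel alone 12 and 20.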

Interestingly, the clustering patterns are very similar for both liver and gonad tissues. 

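In both tissues, the mean profiles of sites 11 and 12 over the altered probes joined first, sites 13 and 21 second, site 7 then joined sites 11 and 12, and the 2 groups joined last. On the scale of 1 minus the correlation, the joins lay at 0.406, 0.785, 0.893 and 1.53 in the liver and at 0.265, 0.529, 1.17 and 1.55 in the gonad. With the spots of non-uniform local background left out, the order was the same in the liver, while site 7 joined sites 13 and 21 in the gonad at 1.23. These probes were chosen for a difference from site 11, and limma called none at site 12, so the early join of sites 11 and 12 over them may follow in part from the choice. Over all probes sites 13 and 21 joined first in both tissues, at 0.856 in the liver and 0.742 in the gonad, sites 11 and 12 next, at 1.03 and 0.844, and site 7 then joined sites 11 and 12, at 1.26 and 1.14. Over all probes with the spots left out, the order was the same in the liver, while in the gonad sites 11 and 12 joined first, at 0.724. The changes against site 11 in the liver and in the gonad correlated across all probes with an r of 0.388 at site 7, 0.247 at site 12, 0.173 at site 13 and 0.110 at site 21; probes are not independent replicates. Without between-array scale, r was 0.164, 0.216, 0.164 and 0.111 in the same order, so site 7 no longer had the highest value. In the Cy3 channel alone the change between the campaigns in the liver correlated with that in the gonad across probes with an r of 0.430.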

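The arrays of sites 11 and 12 belong to the same scanning campaign, so their comparison does not cross campaigns. Over all probes, the fish of site 11 and those of site 12 correlated with a mean r of 0.859 ± 0.035 (SD over pairs of fish) in the liver and 0.858 ± 0.044 in the gonad. In the liver, site 11 gave 0.869 with site 13, 0.863 with site 21 and 0.814 with site 7. The gonad values were 0.850, 0.858 and 0.846 in the same order. By this measure site 12 was not set apart from sites 13 and 21, which belong to the later campaign. For sites 11 and 12, an exact permutation test over the 35 splits of the 8 fish, one-sided on the pseudo-F, gave p = 0.286 in the liver and p = 0.571 in the gonad, where the smallest possible p is 0.0286. By this test over all probes, no difference between the 2 sites was detected with 4 fish each. The splits took no account of scan day, though both sites were scanned over the same days. A difference between days would add to the spread within a site, so the test may miss a difference between the sites. Under the fit of the 8 arrays of these sites alone, 1 probe was altered in the liver and 0 in the gonad by limma, beside the unadjusted and Tukey counts already given for site 12.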

Sites 11 and 12, up- and down-stream respectively on the same river, had patterns of gene expression that were more clearly aligned with each other. 

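Across all probes, the changes of sites 7 and 12 against site 11 correlated with an r of 0.644 in the liver and 0.612 in the gonad. When the 4 site 11 arrays were split so that no array served both sites, r was 0.552 and 0.386. These values rest on few fish: with each fish left out in turn, r ranged from 0.234 to 0.688 in the liver and from 0.226 to 0.642 in the gonad. Within the scan day that holds 2 fish of each site, r was 0.276 and 0.298. In the liver, r was 0.482 with the spots of non-uniform local background left out and 0.456 with no background correction. Without between-array scale it was 0.704. Simulated liver sites with no changed probe ranged from 0.462 to 0.538. Their probes were drawn independently of each other, whereas the liver r had a jackknife SD of 0.387 over fish. That range therefore cannot decide whether 0.482, 0.456 or 0.704 goes beyond what the shared site 11 arrays give. The fish of the 2 sites were not separated from each other over all probes (pseudo-F 0.958 in the liver and 0.559 in the gonad, exact permutation test over 35 splits, one-sided, p = 0.571 in both). Without the spots of non-uniform local background, they were in the liver at the smallest p that the splits allow (pseudo-F 1.36, exact permutation test, p = 0.0286, adjusted p = 0.0715 over the 20 pairs of sites in both tissues), and in the gonad they were not (pseudo-F 1.17, exact permutation test, p = 0.371). These splits also took no account of scan day.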

Sites 7 and 12, both downstream locations with aggressive behavior, clustered together. Sites 21 and 13 clustered together, both sites with little or no impact on behavior after four days of testing despite being located on different rivers.

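The changes of sites 13 and 21 against site 11 correlated across all probes with an r of 0.569 in the liver and 0.659 in the gonad. With the site 11 arrays split between them, r fell to 0.210 and 0.276. With fish number as a replicate block, r in the liver was -0.022 and in the gonad 0.672. Both sites were scanned in the later campaign, so a change between the campaigns enters both comparisons with site 11 alike. Compared directly, within the campaign, sites 13 and 21 differed over all probes by a pseudo-F of 1.57 in the liver and 1.23 in the gonad (exact permutation test over 35 splits, one-sided, p = 0.0857 and p = 0.171). The probes altered between them, 9 in the liver and 5 in the gonad, rose to 203 and 77 with the spots of non-uniform local background left out. The 5 gonad probes, named after their values were seen, were EA_Pp_64219 and EA_Pp_62888, higher at site 13, and EA_Pp_50493, EA_Pp_51652 and EA_Pp_65176, lower there.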

**Figure 4:**
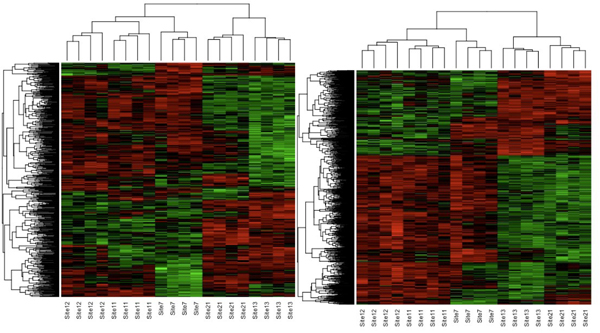
**Hierarchical clustering**. Two-way hierarchical clustering for genes differentially expressed following 48 h exposure at each of the sites. Expression data was analyzed by ANOVA and then z-transformed. Genes used in the cluster were significant at P < 0.05. Represented are genes that are up-regulated (red) or down regulated (green) by the treatments compared to controls. (A) Cluster for genes changed in the liver and (B) cluster for genes changed in the gonad.

### Functional analysis

While it is interesting to identify individual genes regulated by each of the effluents, most biological processes occur through functional pathways. To assess this, we identified human homologs where possible and then used this information to find enriched Gene Ontology (GO) groups at each field site. We were able to identify human homologs for about 50% of the differentially expressed genes.

We used the functional clustering implemented in the web-based application DAVID (http://david.abcc.ncifcrf.gov, [18,19]) to determine significant changes in processes enriched in the differentially regulated gene sets in order to look at a higher order of complexity and determine which biological processes were altered because of the exposures (see additional files 1 to 4). The results show that exposure of fish to Site 7 waters alters processes involved in RNA splicing, metabolism, protein transport or protein catabolic process in both tissues, and also apoptosis in the liver. For site 12 some of the most enriched GO groups are sterol, cholesterol, and steroid biosynthetic process in the liver; and catabolism and signal transduction in the gonad. Another enriched GO group for the liver of site 12 was immune response, as previously described for the gonad of these fish [9]. Some of the main groups enriched for site 13 were metabolism, protein transport, or modification in the gonad; metabolism, mRNA processing or protein transport in the liver. For site 21, the main groups affected were protein transport, or metabolism in the gonad; and phosphorylation or steroid receptor signaling in the liver.

### Behavioral effects

The behavioral test found no effects on behavior in fish exposed at site 11, which lends support to the gene expression analyses that fish from the site were the least affected. Fish from site 13 also presented unchanged behavior. The fish from site 21 showed initial increases in aggressive behavior, but were not able to maintain possession of the nests; by the third day of behavioral experiments there were no significant differences in nest-holding ability between exposed and control males. Fish exposed to Sites 7 and 12 consistently dominated control fish and actively defended the majority of the nests over the course of the whole experiment. Figure 5 shows the results of behavioral observations.

**Figure 5:**
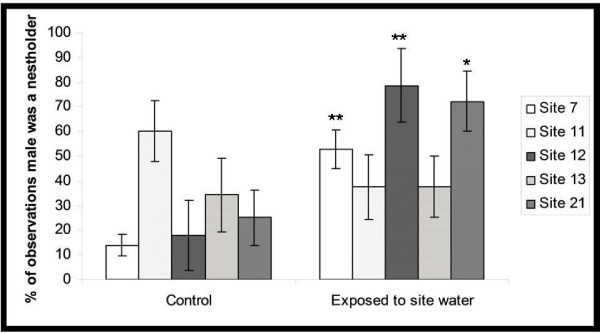
**Results of behavioral observations**. Asterices (*) indicate significant differences (t-test with Welch correction, P < 0.05) in the ability of males to occupy and defend nest over the period of the whole 4 (**) or just 2 (*) days of the test following a 48 h exposure period to site water.

## Discussion

These studies were designed to re-examine specific locations in rivers in Minnesota that had previously been studied by Lee et al. [5,7]. The Lee study design chose paired sites, targeting locations up stream and down stream of waste water treatment plants (WWTP) in Minnesota. The expectation was that up stream sites would be influenced more by agricultural run off and the down stream sites by effluent discharge and urban runoff. Locations on rivers were chosen that had a barrier (e. g. dam) that would prevent fish from swimming up stream. Originally the Lee et al. [7] study used 22 sites. Of these we picked 4 sites, those that seemed to have the most impact on fish reproduction. We picked an additional fifth site at Jewitt's Creek [5], labeled as site 21 located downstream of a wastewater treatment plant outfall. Of the original paired sites, we only have one on the Des Moines River near Windom; with site 11 (upstream) and site 12 (downstream) from the WWTP. The other sites selected were not paired. Effluents and consequently the waterways into which they disgorge are known to be very variable [5,6], therefore we expected that effects on fish might be different over time, and will depend on many factors, such as duration of exposure, season, or weather, among others.

### Gene expression and functional analysis

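Each pair of sites was tested over all probes by the exact permutation test on the 35 splits of its 8 fish. In the liver the pseudo-F was highest for site 11 against 13, at 1.93, and for site 12 against 13, at 1.68, and both reached the smallest p that the splits allow. In the gonad, site 11 against 13 (1.92), site 7 against 21 (1.28) and site 7 against 13 (1.19) reached it. After Benjamini-Hochberg adjustment over the 20 pairs of both tissues together, the lowest adjusted p was 0.114 in each tissue. All of these pairs span the scanning campaigns. Once the spots of non-uniform local background were left out, 5 of the 10 pairs in the liver and 3 in the gonad reached the smallest p, at an adjusted p of 0.0715, and of these only site 7 against 12 in the liver lay within a campaign.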

The expression fingerprints for fish exposed to five different field locations showed unique patterns for fish within each location that differed among the five regions picked (sites 7, 11, 12, 13 and 21) for both the liver and the gonad. 

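Over all probes, fish of the same site correlated with a mean r of 0.862 in the liver and fish of different sites with 0.842. For the gonad the means were 0.862 and 0.847. Single pairs of arrays ranged from 0.636 to 0.921 in the liver and from 0.715 to 0.918 in the gonad. After the spots of non-uniform local background were left out, the means for the same site were 0.881 and 0.867 and for different sites 0.861 and 0.851, and the lowest pair rose to 0.774 and 0.735.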

Fish exposed at the same site showed similar gene expression profiles. Sites 11 and 12 were closely related consistent with their locations on the same river, up-stream and down-stream respectively, from a sewage treatment facility.

Site 11 male carp had the fewest biological anomalies; presenting only low GSI [7]. FHM exposed to this effluent for 48 h clustered most closely with non-exposed laboratory controls, suggesting that the water at this upstream location was not heavily contaminated [9]. At site 12, downstream from the WWTP site, male carp in the Lee study [7] also presented a low GSI in addition to lower plasma levels of 11-keto testosterone (11-KT) with an average of 400 pg/mL in fish from site 12 compared to an average of 600 pg/mL in fish from site 11. Carp also showed evidence of high ceroid/lipofuscin staining in their gonads, suggestive of susceptibility to disease. Some of the most enriched GO groups in FHM at site 12 were sterol and cholesterol biosynthetic process and steroid metabolism, all of which might help explain the decrease in 11-KT levels in relation to site 11, in endogenous carp. FHM placed in cages for 48 h at this location showed changes in gene expression that indicated that apoptosis or immune response were among the most affected GO groups in the liver (Additional file 2).

Site 7 is located on the Shell Rock River down stream from the WWTP near Albert Lea, MN. Male carp at this location [7] were shown to have plasma Vtg present. The levels of 11-KT in the carp were also lower than site 11 (400 pg/mL), and E_2 _levels were slightly higher (250 pg/mL compared to 150 pg/mL). 

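The single altered probe of site 7 in the liver, EA_Pp_51547, named after its value was seen, had a mean log2 ratio of 0.37 ± 0.47 (SD, n = 4) against -0.99 ± 0.21 (SD, n = 4) at site 11, and its spots were well above background in all of these fish. The log2 change was 1.37 (standard error 0.21, adjusted p = 0.155 by limma), with 4 of 4 fish above every fish of site 11. With the spots of non-uniform local background left out, the change was 1.58 (standard error 0.22, adjusted p = 0.0123 by limma). Without fish 1 of site 7, 5566 probes were altered in the liver, and without fish 4, 303. Without fish 3 there were 5, without fish 2 there were 2, and without fish 1, 3 or 5 of site 11 limma called 0. Without fish 2 of site 11 it called 1, which was down-regulated. The up-regulated EA_Pp_51547 was therefore not called whichever fish of site 11 was left out. The counts without fish 1 or 4 of site 7 keep fish 2 and 3. Their median size of the log2 ratio before scaling was 0.266 and 0.0414, on arrays where a few spots shifted the background correction. With the spots of non-uniform local background left out and all fish in, the count was 401. Fish were not left out under that setting, so dependence on fish cannot be told apart from the background correction. Over the other settings the liver count ranged from 0 by limma to 1882 at the unadjusted threshold, and the gonad count from 0 by limma to 1330. With scan day as a block or slide as a fixed block, both counts were 0 by limma, and with slide as a random block they were 16 and 198. The fixed slide block was fitted to only the 8 arrays of sites 7 and 11, where limma called 0 and 2 without a block. In the gonad, the count of site 7 ranged from 7, without fish 4 of site 11, to 87, without fish 2 of site 7.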

In the present study, responses to site 7 appeared very complex, since we had from 650–800 genes altered by the treatment, but distinguishable from other sites by its molecular fingerprints. We did not find Vtg mRNA up-regulated after 48 h. We expect this site would be highly variable as well because it not only receives effluent from the sewage treatment facility but also because it gets a lot of agricultural runoff.

Males normally have a balance between estrogen and androgen hormones. Both types of hormones play a very important role in homeostasis. In site 7, we found several affected genes (prohibitin, prohibitin 2, and estrogen receptor-related gamma) that could be decreasing the effects of estrogenic compounds, thereby tipping the hormonal balance towards more androgenic pathways and resulting in more aggressive behavior. Prohibitin and prohibitin 2 were up-regulated both in the gonad and liver of fish exposed to site 7 waters. Prohibitin, a potential tumor suppressor, has been shown to function as a potent transcriptional corepressor for estrogen receptor alpha (ERα) [20]. The repression of ERα could help explain the aggressive behavior found in these fish. Estrogen receptor-related gamma (ERRγ) is down-regulated in the gonad of site 7. ERRγ is a member of the orphan nuclear receptor family. It does not bind to endogenous estrogens but it has been shown to bind to endocrine disruptors like bisphenol A and is deactivated by the ER antagonist [21] suggesting the presence anti-estrogenic compounds that might affect behavior. All these changes could help explain why Vtg mRNA was unchanged after a 48 h exposure.

Site 13, located upstream from Luverne, MN, has a considerable number of animal feeding operations within 5 miles of the site. Male carp at this location presented with high plasma E_2 _and Vtg levels and low plasma 11-KT levels, suggesting impairment in steroidogenesis and potential exposure to estrogenic contaminants [7]. They also showed evidence of high ceroid/lipofuscin staining in their gonads. 

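Site 13 had more altered probes than sites 7, 12 and 21 in each tissue under every setting that counted all of these sites, except the unadjusted threshold, where site 7 had more. A recount of site 7 in the liver without its fish 1 or its fish 4 also exceeded the liver count of site 13 with all fish, 101. Both recounts keep fish 2 and 3 of site 7, whose log ratios were small before scaling. With a fish left out, the count at site 13 ranged from 31 to 91 in the liver and from 144 to 336 in the gonad. The lowest values came without fish 3 of site 11 in the liver and without fish 2 of site 13 in the gonad. Over the other settings it ranged from 2 in the liver, with median centring in place of loess, and 111 in the gonad, at an adjusted p under 0.05, to 1681 and 2290 with Feature Extraction's log ratios. Of the probes altered at site 13, 0.990% in the liver and 1.35% in the gonad were also called between the same sites in the Cy3 channel alone, and 8.32% and 2.02% with the spots of non-uniform local background left out. In the Cy5 channel alone, without the reference, 538 probes were altered in the liver and 1427 in the gonad.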

Caged FHM in our study failed to show Vtg increases but did have the highest number of differentially expressed genes (1100–1600 genes). One of the genes up-regulated in the gonad and the liver of fish exposed to site 13 is progesterone receptor, which requires estrogen to be induced [22], suggesting that estrogenic compounds could be coming from the nearby CAFO facilities. The abnormal hormone levels found in fish exposed to this site could be related to the up-regulation of StAR (steroidogenic acute regulatory protein), a protein in charge of cholesterol transport into the mitochondria, a key step in steroidogenesis. Another up-regulated gene in the gonads of site 13 was the retinoic acid-related orphan receptor alpha (RORα), an orphan member of the subfamily 1 of nuclear hormone receptors. Cholesterol or cholesterol-derivatives are suspected to be its natural ligands of RORα, suggesting that RORα plays a very important role in the regulation of cholesterol homeostasis in humans [23]. There is also evidence that RORα participates in the xenobiotic regulatory network [24]. RORα up-regulation would also be consistent with the up-regulation of StAR, as it has been shown to be an important regulator of that protein in the largemouth bass [25].

Finally site 21, located on Jewitt's Creek near Litchfield, was chosen based on a separate study by Lee et al. [5]. It was chosen because it was within one mile of the discharge source and was the site that presented more EDCs and organic wastewater compounds from all the sites examined [5]. 

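Over the settings that leave all fish in, the altered probes at site 21 ranged in the liver from 0 by limma, with median centring in place of loess, to 697 with Feature Extraction's log ratios. At that liver site 330 probes passed the unadjusted threshold with all spots in, fewer than the mean of 537 in 20 simulations of liver arrays with no changed probe. The simulations gave each array the spread pooled over all 20 liver arrays, those with small log ratios among them. A count below theirs therefore does not show that site 21 lacks changes. In a fit of only the 8 arrays of sites 21 and 11, limma called 152. The methods' Tukey test called 25. With the spots of non-uniform local background left out, 1211 liver probes passed the unadjusted threshold and limma called 307. In the Cy5 channel alone 1152 passed it. Both unadjusted counts lay above 537, though the simulations hold no counts for these settings. The gonad count ranged from 28, with fish number as a replicate block, to 1233 with the log ratios of the series table. With a fish left out, it ranged from 1 to 6 in the liver, and in the gonad from 55, without fish 5 of site 11, to 177, without fish 6 of site 11. In the Cy5 channel alone, 25 probes were altered in the liver and 815 in the gonad. No probe identifier in the files could be linked to a gene name, so the genes named for this site have no values here.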

Exposure of FHM to this site altered 900–1100 genes. The most highly up-regulated protein in the liver was retinol binding protein (RBP). RBP up-regulation has been related to exposure to estrogenic compounds in *Xenopus laevis *[26,27]. Signal transducer and activator of transcription 1 (STAT1) is up-regulated in the gonad. STAT1 is a critical transcription factor involved in the JAK-STAT signalling pathway which is central for innate immunity [28] and apoptosis [29] among other functions. STAT1 is activated via the retinoic receptor signalling pathways [30] and it has been shown to be up-regulated by exposure to EE_2 _in the gonad of FHM [31]. This could help support the idea that exposure to estrogenic compounds decreased the initial aggressive behavior in fish from this site. The very dynamic nature of the effluent could have initially exposed fish to androgenic compounds immediately followed the day after by estrogenic compounds. The steroid hormone receptor signaling pathway was one of the most affected GO groups in the liver of these fish, which would also support that statement.

### Behavioral effects

The fish from Sites 7 and 12 were more successful at acquiring nests than control males, while fish from Site 13 showed no significant changes in behavior. The observed increases in the ability of males from sites 7 and 12 to occupy and defend nests are consistent with findings of others who found that waterborne androgens increased aggressive behavior and nest acquisition [14]. The fish from site 21 showed initial increases in aggressive behavior, but were not able to maintain possession of the nests; by the third day of behavioral experiments there were no significant differences in nest-holding ability between exposed and control males.

#### Unchanged or intermediate behavior

Sites 13 and 21 presented up-regulation of several thyroid hormone associated proteins (TRAP), both in the gonad (TRAP5 in both sites and TRAP230 in site 13) and the liver (TRAP3 in both sites and TRAP4 in site 21). The TRAP complex is a coactivator complex that interacts and modulates the activity of thyroid hormone receptors [32,33], suggesting the presence at both these sites of compounds that interact with the thyroid receptor. Disturbances in the thyroid system are associated with impaired reproduction in fish [34]. Flame retardants such as PBDE 47 (2,3,4,4-tetrabromodiphenyl ether) are known to affect thyroid hormone levels [35]. PBDE 47 has also been shown to decrease the number of mature spermatozoa in the FHM as well as the overall male reproductive fitness [35,36]. Although we do not have the flame retardant levels for site 13, nor the specific concentration of PBDE 47 in site 21, we do know that flame retardants were quite abundant in site 21 [5]. That might be related to the time-dependent decrease of aggressive behavior in fish from site 21 and the lack of aggressive behavior in fish from site 13.

CYP20A1 is up-regulated in these sites although that is not the case of some of the other CYPs involved in the metabolism of xenobiotics compounds, like CYPA1. The lack of CYP1A induction could also be related to the presence of flame retardants, as some have been shown to be antagonists that can reduce the induction of CYP1A by a more potent agonist [37,38].

Ornithine decarboxylase antizyme 2, an ornithine decarboxylase (ODC) inhibitor [39], was up-regulated in all sites. ODC has been identified as a sensitive marker of the action of androgens and antiandrogens in the testis [40]. Androgens are essential for the maintenance of ODC activity and administration of androgens increases synthesis of ODC mRNA [41]. ODC is involved in the biosynthesis of polyamines many of which (such as putrescine, spermidine, spermine) play an important role in reproduction [42]. Our finding that ODC antizyme 2 was up-regulated suggests that androgens were present in all sites and raise concern that the reproduction of endogenous fish at these locations may be impacted.

#### Aggressive behavior

In order to elucidate the causes of the increased nest acquisition rates (these are mediated by aggressive behavior), we compared the differentially expressed genes from sites 7 and 12. We expected these changes to be related to androgen exposure, as circulating androgens have been related to aggressive behavior in fish [43,44]. Thirty-one genes were common between site 7 and 12. Some of these genes were calbindin 2, Rho Family GTPase 3, NADH dehydrogenase subunit 2, caveolin 1 (CAV1), all up-regulated; and calmodulin, synaptogyrin 2, silencing mediator of retinoic acid and thyroid hormone receptor (SMRT), and hepatocyte nuclear factor 4 alpha (HNF4A), all down-regulated.

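The paper's text does not name the tissue of this count. In the log ratios, limma called no probe altered in the same direction at both sites in either tissue. At the unadjusted threshold, 66 probes in the liver and 63 in the gonad were common to the 2 sites, and by the methods' Tukey test 1 and 9. Without the FDR threshold, the Tukey test gave 7 and 9. With all changes absent but the site 11 arrays shared, simulated sites had on average 114 probes in common in the liver and 108 in the gonad at the unadjusted threshold, and at most 1 and 0 at the adjusted one. Each simulated array had the pooled spread of its tissue, so a lower count does not show that the sites share no change. Without the spots of non-uniform local background, limma again called none in common, since it called none at site 12.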

CAV1, a membrane protein up-regulated at sites 7 and 12, is one of the few proteins known to bind cholesterol, the precursor of steroid hormones, tightly and specifically. It has a very important role in cholesterol homeostasis. Caveolins have also been linked to reverse cholesterol transport, where excess free cholesterol is released into the plasma [45]. CAV1 has been previously found to respond to androgenic compounds [17], confirming the importance of this gene in relation to androgen exposure. RORα is down-regulated in sites 7 and 12. As mentioned earlier, this receptor is an important regulator for StAR and therefore, very important for steroidogenesis.

## Conclusion

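Only comparisons of sites scanned in the same campaign are free of the difference between the campaigns. Once the spots of non-uniform local background were left out, these gave 401 altered probes in the liver and 446 in the gonad for site 7 against 11, 333 and 308 for site 7 against 12, 203 and 77 for site 13 against 21, and 0 and 0 by limma for site 12 against 11, where 774 and 265 passed the unadjusted threshold; the Tukey test was not run with these spots left out. These counts take no account of slides: each array of site 7 shares a slide with one of site 11, and each of site 13 with one of site 21. With all spots in, scan day as a block or slide as a fixed block left 0 by limma for site 7 against 11 in both tissues, and slide as a random block 16 and 198; without a block, 1882 and 1330 passed the unadjusted threshold and the Tukey test called 23 and 187. The fixed slide block was fitted to only the 8 arrays of sites 7 and 11, and scan day to those of sites 7, 11 and 12. Without a block, the fit of those 8 arrays gave 0 in the liver and 2 in the gonad by limma. The 0 under the slide block therefore cannot be told apart from the smaller fit. No block was run for site 13 against 21 or with the spots left out. In the Cy5 channel alone, with all spots in the background correction, they gave 302 and 540 for site 7 against 11, 161 and 277 for site 7 against 12, 166 and 35 for site 13 against 21, and 3 and 0 for site 12 against 11, with 342 at the unadjusted threshold in that gonad comparison. In the same channel, the comparisons across the campaigns gave between 25 and 972 in the liver and between 815 and 2306 in the gonad.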

Our results show that even a short exposure (48 h) to streams adjacent to sewage treatment plants was able to induce a site-specific gene expression pattern in the fathead minnow gonads and livers. The short-term exposure was also enough to affect the fish sexual behavior at two of the sites. These findings suggest that gene array analysis can complement chemical analysis as a monitoring tool. These findings also suggest that microarray analysis is relatively robust especially when used in conjunction with other more established methods to define contaminated aquatic environments for risk assessment and environmental monitoring.

## Methods

### Fish exposures

To conduct the field exposures at each field site, FHM were transported from the laboratory to the field site in aerated, insulated tanks. At each site, 25 males and 25 females were placed in separate wire mesh minnow traps with the entrance funnel plugged. The traps were anchored to the bottom in the stream current with the top of the traps submerged. Fish were removed from the traps 48 h later and transported back to the laboratory in aerated, insulated tanks containing the stream water. Immediately upon arrival at the laboratory, four males and four females were sacrificed as described for the laboratory exposures. Liver and gonads were removed and stored in liquid nitrogen until processed for arrays.

All procedures involving live fish were reviewed and approved by the University of Minnesota Institutional Animal Care and Use Committee (IACUC).

#### Preparation of total RNA

Total RNA was isolated from gonadal tissue with the RNA Stat-60 reagent (Tel-test, Friendswood, TX) as described previously [46]. RNA pellets were resuspended in 50 to 150 μl RNA Secure (Ambion, Austin, TX) to inactivate RNases following the manufacturer's protocol. A total of 10 μg of RNA was treated with DNase to avoid contaminating DNA using DNA-*free *(Ambion, Austin, TX) following the manufacturer's protocol. The quality of total RNA was assessed with the Agilent 2100 BioAnalyzer (Agilent, Palo Alto, CA) and the quantity was determined on a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE). RNA was stored at -80°C until further use.

### Microarrays

Fathead minnow 22,000 gene arrays were designed by EcoArray (Alachua, FL) and were purchased from Agilent. Array hybridizations were performed using a reference design, where each sample was compared to a reference sample. The reference sample consisted of equal amounts of RNA from control female and male tissues (liver, brain and gonad). Four replicates, each consisting of a different individual, were analyzed for each of the treatment sites (sites 7, 11, 12, 13 and 21). cDNA synthesis, cRNA labeling, amplification and hybridization were performed following the manufacturer's kits and protocols (Agilent Low RNA Input Fluorescent Linear Amplification Kit and Agilent 60-mer oligo microarray processing protocol; Agilent, Palo Alto, CA). Gonad and liver samples from the fish at the sites were labeled with Cy5 while the reference sample was labeled with Cy3. Consistent with the Minimum Information about a Microarray Experiment (MIAME) standards [47], text versions of the Agilent raw data from this study have been deposited at the Gene Expression Omnibus website (GEO: http://www.ncbi.nlm.nih.gov/geo/; Accession series record number GSE16645).

### Bioinformatics

Microarray image processing and data pre-processing were performed using Agilent's Feature Extraction software v 9.5 (Agilent, 2007). The intensity of each spot was summarized by the median pixel intensity. A log_2 _transformed signal ratio between the experimental channel and the reference channel was calculated for each spot, followed by within-array lowess transformation and between array scale normalization on median intensities [48].

One-way ANOVA was performed on normalized log_2 _transformed signal ratios of each probe individually, followed by Tukey-HSD pair-wise comparisons to determine genes whose expression was significantly regulated between sites. Statistical significance was determined at a *p*-value of < 0.05 with an FDR threshold of 16%. FDR was calculated using Benjamini-Hochberg approach [49]. After testing for significance we also eliminated from consideration genes whose fold-expression changes were less than 1.5 fold.

### Behavioral assay

Individual fish were transferred into 10-L glass test aquaria for behavioral testing, each of which was supplied with clean well water (50 ml/min). Prior to placement in tanks, both site water-exposed and control males were acclimated to the temperature of the observation tank (25°C) over a 4-h period. For each one of the sites, we tested 7–10 behavioral replicates. Each one of these replicates consisted of a control male added along with the site water-exposed male to an aquaria containing one unexposed female and a nest. Male fish were selected so that their total lengths were within 3 mm of each other and one fish had a upper caudal fin clip, and the other a lower caudal fin clip (marking pattern was not treatment-specific).

The behavioral assay followed protocols described by Martinovic et al. [14]. Briefly, identification of nest-holders commenced after 24 h had elapsed from the time the fish were introduced into test aquaria. Each individual was observed each day between 10.00 h and 14.00 h for 5 min and those fish which spent the majority of their time in a nest while also exhibiting the nest-tending (nibble, rub nest etc.) or nest-defense behaviors (chase, bite, butt etc.) were categorized as 'nest-holders'. After 4 days the experiments were terminated. We calculated the percentage of times an individual was identified as a nest-holder (number of times each male was identified as a nest-holder was divided by total number of observations). These data were tested using Kolmogorov and Smirnov test and because none of the datasets violated the normality assumption, the significance of differences in nest holding between controls versus exposed males was evaluated with unpaired t-test with Welch correction. In addition to examining overall nest-holding ability (over 4 days) we also compared the number of control and exposed nest holders for each day using Fisher's exact tests. The behavioral data are reported as significantly different if *p *< 0.05.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NGR: RNA extraction, microarrays, drafted the manuscript; IRA: conceived of the study, and participated in its design and coordination and helped draft the manuscript; DM: behavior assays, helped draft the manuscript; LL: bioinformatics analysis, helped drafted the manuscript; NDD: conceived of the study, and participated in its design and coordination and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 functional clustering of enriched GO biological processes altered in site # 7. Click here for file

Additional file 2 functional clustering of enriched GO biological processes altered in site # 12. Click here for file

Additional file 3 functional clustering of enriched GO biological processes altered in site # 13. Click here for file

Additional file 4 functional clustering of enriched GO biological processes altered in site # 21. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

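Liver and gonad RNA of male FHM caged for 48 h at sites 7, 11, 12, 13 and 21 was measured on 40 2-colour Agilent arrays, 20 per tissue, each with the RNA of 1 fish in the Cy5 channel and the common reference in the Cy3 channel. There were 4 fish per site and tissue, and 14 fish gave both a liver and a gonad array. The sites and tissues were taken from the labels of the samples and the paper's methods, which name the same groups. Laboratory controls, females and the behavioral assay were not analysed here.

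The authors extracted the scanner images with Feature Extraction and deposited for each array its output, in which the spot and local background values are intensity values on a linear scale without normalization, and the log ratio is the log10 of the processed Cy5 over Cy3 signal, dye-normalized by the software with a lowess step. The headers name version 9.1.3.1 for the arrays of sites 7, 11 and 12 and version 9.5.1.1 for those of sites 13 and 21, while the methods name a single version. A table of the whole series, also deposited by the authors, holds the same log10 ratios, rounded: 100% of its values lay within rounding of the arrays' log ratios, the largest distance being 0.005 on the log10 scale, and the median of an array lay between 0 and 0.0225. Each array has 44407 features, of which 1417 are controls, and 21495 probes in 2 spots each. All 21495 probes are described as Unknown and the gene name column repeats the probe's own name, so that results are counted in probes.

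From the intensity values on, the steps were as follows, in R 4.3.3 with limma 3.58.1. Median pixel intensities were background-corrected by normexp with an offset of 50 on all spots, log2 ratios of Cy5 over Cy3 were normalized within each array by loess with control spots at weight 0 and between the arrays of a tissue by scale, and the spots of a probe were averaged without those marked as non-uniform or as population outliers. The paper states the median pixel intensity, the log2 ratio, lowess and a scale normalization on median intensities; limma's scale step works on the log ratios, so it may not be the paper's. The paper's text names no background correction. One linear model per tissue was fitted to the 5 sites, and sites 12, 7, 21 and 13 were each compared with site 11 by limma's moderated test, two-sided. A probe was altered at an unadjusted p under 0.05, a Benjamini-Hochberg adjusted p under 0.16 within the comparison and a change of at least 1.5-fold.

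The union of altered probes, the probes common to sites 7 and 12, the clustering of arrays into 5 clusters, the separation of sites over all probes (100000 permutations of the site labels), the correlation of site effects, the calls in the Cy3 channel alone and the difference between the tissues in a fit of all 40 arrays were computed from the same values. Pairs of sites were tested by all 35 splits of their 8 fish, and the difference between the tissues by 100 draws of the labels. A count of fish far from the others used Dixon's ratio with a critical value of 0.829 for 4 fish. The tests were tried on simulated data: 200 probes changed by a known factor were recovered at the shares given beside the choice of site 11, and 20 simulations with no changed probe measured what the shared site 11 arrays give. Their counts at the unadjusted threshold were averaged over the 20 only after the values had been seen.

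Signal over background sets the depth of each array. In the liver 14902 probes (69.33%) and in the gonad 16633 probes (77.38%) were well above background in the Cy5 channel on all 4 arrays of at least 1 site. The median share of Cy3 spots well above background was 77.8% on the 24 arrays of the first campaign and 70.4% on the 16 arrays of the second, with a median Cy3 background of 23 and 41.5.

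The alternatives were another or no background correction, mean pixel signals, Feature Extraction's log ratios, the series table, other normalizations between and within arrays, a filter on dim probes, outlier spots kept, the Cy5 channel alone, the methods' Tukey test with and without the FDR threshold, other thresholds, a fit of only the 8 arrays of the 2 sites, each fish left out in turn, fish number, slide and scan day as blocks, and other linkages, distances and probe sets. In all, 25 settings other than leaving out a fish were run for the counts of altered probes, of which 3 were added after the values had been seen. Aquantile, counted among the 25, changes only the mean log intensities and gives by construction the log ratios without between-array scale, so it is not a separate test. The 3 added settings leave out the spots that Feature Extraction marks for their local background before the background correction, in the log ratios or in the Cy5 channel alone. They were added because normexp estimates its background from all spots of an array, and up to 17 spots on an array lay 100 or more units below their local background, all of them marked by Feature Extraction for that background. On the array of fish 3 of site 7 in the liver, for example, the corrected Cy5 and Cy3 intensities at the 10th percentile were 907 and 1234, and 67.2 and 66.6 with the marked spots left out. The values printed first remain those of the design fixed before the data were examined.

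Genes to be named were fixed by a rule before the data were examined: each gene that the paper names for a change of expression, at every probe whose annotation names it, and for each comparison the altered probes with the largest increase and decrease among those that carry a gene name and whose 4 fish all lie beyond those of site 11. No probe carries a gene name, so the rule names none. The probes named in the text, 1 altered in the liver at site 7, 5 that differ between the tissues at site 7 and 5 that differ between sites 13 and 21 in the gonad, were chosen after their values had been seen, because those counts are small. Because no probe carries a gene name, the lists of genes for set tests and the count of gene names in place of probes were not used here. The enriched GO groups were not analysed here.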

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

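The draws of labels for the difference between the tissues, the splits of fish for the reference channel, and all values with the spots of non-uniform local background left out were tests chosen only after the results had been seen.

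The change against site 11 differed between liver and gonad, with the difference itself tested by limma over all 40 arrays, for 5 probes at site 7, 121 at site 21 and 256 at site 13. At site 12 limma called 0 probes; no other test was run for this difference. Of 100 draws of the site labels within each tissue, the real labels included, 16 gave as many probes at site 7, 1 at site 21, 1 at site 13 and 100 at site 12. At site 12, with a count of 0, every draw gives as many and the draws say nothing. The draws also remove any change common to both tissues, and they ignore that 14 fish gave both tissues. They therefore test for no change at all, and cannot exclude chance for a difference between the tissues. The 5 probes of site 7, named after their values were seen, were EA_Pp_55348 (liver change minus gonad change 1.20 on the log2 scale), EA_Pp_52860 (1.05), EA_Pp_52877 (0.74), EA_Pp_50664 (-0.81) and EA_Pp_62888 (-0.95). After the spots of non-uniform local background were left out, the counts were 3 at site 12, 19 at site 7, 700 at site 21 and 1145 at site 13, and 26, 7, 1 and 2 of 100 draws gave as many. With the fish as a random replicate block, which takes account of the liver and gonad of the same fish, the counts at sites 7, 21 and 13 were 6, 161 and 337. A change of the reference channel that differs between the tissues was tested: of the probes that differ between the tissues, 0% at site 21 and 1.56% at site 13 were also called in the Cy3 channel, and with the spots left out 6.57% and 4.19%, so the tables argue against it as the source of these counts. What stays open is a difference between the scanning campaigns in the Cy5 channel that acts unequally on the tissues, which cannot be told apart from the sites because all arrays of sites 13 and 21 belong to the later campaign. A difference between the responses of liver and gonad is also open, as untested.

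In the Cy3 channel alone, which holds the same reference RNA on every array and which the paper does not report by itself, limma called 276 probes at site 21 and 350 at site 13 against site 11 in the liver, and 126 and 137 in the gonad. Most were lower in the later campaign, 252 and 307 of them in the liver and 121 and 132 in the gonad. Against the arrays of the same campaign it called 0 at sites 7 and 12 in both tissues, with 18 probes at each site in the liver and 9 and 5 in the gonad at an unadjusted p under 0.05; the methods' Tukey test was not run on this channel. Of the 35 splits of the 8 fish, 1 gave as many calls at site 21 and 1 at site 13 in each tissue. This is the smallest share that the splits allow, without adjustment over the comparisons, and it argues against chance there but does not exclude it. At sites 7 and 12, with counts of 0, all 35 splits give as many by construction, which says nothing about chance. With the spots of non-uniform local background left out, the counts at sites 21 and 13 were 358 and 428 in the liver and 146 and 160 in the gonad. The way the channel was normalized matters: with median centring in place of quantile normalization the liver counts were 12384 at site 7, 4 at site 21 and 4 at site 13, and the gonad counts 39 and 38 at sites 21 and 13. Median centring was run only with all spots in, where Cy3 at the 10th percentile was 614.6 and 1234 for fish 2 and 3 of site 7 in the liver. Its liver counts therefore cannot be told apart from a shifted background correction on these arrays. Dim reference spots were tested as the source: of the probes called at site 13, 0.571% in the liver and 1.46% in the gonad were dim there or at site 11, against 27.4% and 27.1% of all probes, so the tables argue against it. What stays open is a change in labeling, scanning, extraction or the batch of reference RNA between the campaigns, which cannot be told apart with these arrays. No biological explanation was tested, since the channel holds no RNA of the caged fish.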

How the results depend on the processing

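The settings that leave out spots for their local background, and leaving out each fish for the Cy3 channel and for the difference between the tissues, were tests chosen only after the values had been seen; the other alternatives were set before the data were examined. Of 413 values under alternatives that keep all fish, 236 kept their direction and lay within 1.5 times the main count, within the spread between fish or on the same side of the threshold, 137 were higher and 40 were lower. Aquantile is left out of these numbers: it changes only the mean log intensities, and its log ratios are by construction those without between-array scale, so 20 of its 20 values equal those given for that setting. Of 384 values with a fish left out, 313 kept within these bounds. Besides the r of sites 7 and 12, the results that stayed within them under each alternative with all fish were the number of fish with their own site in the liver (11 to 19 over 24 alternatives, Aquantile among them) and limma's Cy3 calls at site 12 in the liver and at sites 7 and 12 in the gonad (0 under 2 alternatives each). The count of fish could not have left its bounds upward, since 1.5 times 15 exceeds 20. The r of sites 7 and 12 stayed within them under 18 alternatives in each tissue, Aquantile among them. It went from 0.644 to between 0.276 and 0.704 in the liver and from 0.612 to between 0.298 and 0.614 in the gonad. Its jackknife SD of 0.387 and 0.458 is too wide for a value inside it to show that r is stable. The values outside them follow by setting; counts are limma's unless the Tukey test is named, and where limma gave 0 the unadjusted and Tukey counts with the same spots are in the sentences for those thresholds. The separation of sites is a pseudo-F, and each separation given for a setting passed a permutation p under 0.05 that the main value did not.

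With no background correction, the liver had 237 altered probes at site 7, 559 at site 21, 923 at site 13 and 1439 in the union, with a separation of 1.66; the gonad had 398 altered probes at site 7, 659 at site 21, 1393 at site 13 and 1935 in the union, with a separation of 1.48. With mean pixel signals, the liver had 0 altered probes at site 7. With Feature Extraction's log ratio and no further normalization, the liver had 463 altered probes at site 7, 697 at site 21, 1681 at site 13 and 2341 in the union, with a separation of 1.61; the gonad had 497 altered probes at site 7, 1232 at site 21, 2290 at site 13 and 3087 in the union, with a separation of 1.51. Using the series table, the liver had 463 altered probes at site 7, 688 at site 21, 1677 at site 13 and 2332 in the union, with a separation of 1.61; the gonad had 498 altered probes at site 7, 1233 at site 21, 2288 at site 13 and 3086 in the union, with a separation of 1.51. Without between-array scale, the liver had 828 altered probes at site 7, 297 at site 21, 839 at site 13 and 1645 in the union, with a separation of 1.67; the gonad had 370 altered probes at site 7, 498 at site 21, 1240 at site 13 and 1696 in the union, with a separation of 1.35. With median centring in place of loess, the liver had 0 altered probes at site 21, 2 at site 13 and 3 in the union; the gonad had 0 altered probes at site 7 and 79 at site 21, with an r of 0.784 for sites 13 and 21. In the Cy5 channel alone, the liver had 3 altered probes at site 12, 302 at site 7, 25 at site 21, 538 at site 13 and 795 in the union, with a separation of 1.58; the gonad had 540 altered probes at site 7, 815 at site 21, 1427 at site 13 and 2149 in the union, with a separation of 1.47. With the filter on dim probes, the liver had 3 altered probes at site 21; the gonad had 78 altered probes at site 21. By the methods' Tukey test, the liver had 9 altered probes at site 12, 23 at site 7, 25 at site 21, 67 at site 13 and 1 common to sites 7 and 12; the gonad had 22 altered probes at site 12, 187 at site 7 and 9 common to sites 7 and 12. By that Tukey test without the FDR threshold, the liver had 55 altered probes at site 12, 209 at site 7, 75 at site 21, 217 at site 13, 475 in the union and 7 common to sites 7 and 12; the gonad had 30 altered probes at site 12, 284 at site 7, 222 at site 21, 731 in the union and 9 common to sites 7 and 12. At an adjusted p under 0.05, the liver had 0 altered probes at site 7, 2 at site 21, 26 at site 13 and 26 in the union; the gonad had 11 altered probes at site 7, 42 at site 21, 111 at site 13 and 141 in the union. At an unadjusted p under 0.05 with no FDR threshold, the liver had 292 altered probes at site 12, 1882 at site 7, 330 at site 21, 566 at site 13, 2657 in the union and 66 common to sites 7 and 12; the gonad had 229 altered probes at site 12, 1330 at site 7, 654 at site 21, 1030 at site 13, 2543 in the union and 63 common to sites 7 and 12, with 19 fish with their own site. With no fold threshold, the liver had 180 altered probes at site 13 and 181 in the union; the gonad had 345 altered probes at site 21, 705 at site 13 and 879 in the union. Fitting only the 8 arrays of the 2 sites, the liver had 1 altered probe at site 12, 0 at site 7, 152 at site 21, 776 at site 13 and 867 in the union; the gonad had 2 altered probes at site 7, 383 at site 21, 1228 at site 13 and 1411 in the union. With the site 11 arrays split between the 2 sites, the liver had an r of 0.210 for sites 13 and 21; the gonad had an r of 0.276 for sites 13 and 21. Over the union of altered probes, the liver had an r of 0.814 for sites 13 and 21; the gonad had an r of 0.849 for sites 13 and 21. With median centring of the Cy3 channel, the liver had 12384 Cy3 calls at site 7, 4 Cy3 calls at site 21 and 4 Cy3 calls at site 13; the gonad had 39 Cy3 calls at site 21 and 38 Cy3 calls at site 13. With outlier spots kept, the gonad had 69 altered probes at site 7. For the thresholds, the Tukey test and the fit of 8 arrays, the construction of the alternative changes what is called; for the other settings of this paragraph the cause was not tested.

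With the spots of non-uniform background left out, the liver had 401 altered probes at site 7, 307 at site 21, 865 at site 13 and 1321 in the union, with a separation of 1.61; the gonad had 446 altered probes at site 7, 702 at site 21, 1482 at site 13 and 2070 in the union, with a separation of 1.47; the difference between the tissues covered 3 probes at site 12, 19 probes at site 7, 700 probes at site 21 and 1145 probes at site 13. Leaving out the spots with any background mark, the liver had 383 altered probes at site 7, 299 at site 21, 826 at site 13 and 1277 in the union, with a separation of 1.61; the gonad had 440 altered probes at site 7, 685 at site 21, 1487 at site 13 and 2052 in the union, with a separation of 1.48. In Cy5 alone with the spots of non-uniform background left out, the liver had 3 altered probes at site 12, 302 at site 7, 26 at site 21, 556 at site 13 and 812 in the union, with a separation of 1.58; the gonad had 547 altered probes at site 7, 869 at site 21, 1517 at site 13 and 2261 in the union, with a separation of 1.47. That the spots left out shift the background correction on 5 arrays, and by less on others, is weighed among the other observations; for the rest the cause was not tested.

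With fish number as a replicate block, the liver had 0 altered probes at site 7, 1 at site 21, 35 at site 13 and 35 in the union, with an r of -0.0219 for sites 13 and 21; the gonad had 4 altered probes at site 12, 9 at site 7, 28 at site 21, 175 at site 13 and 203 in the union. With slide as a random block, the liver had 16 altered probes at site 7; the gonad had 198 altered probes at site 7. With scan day as a block, the liver had 0 altered probes at site 7; the gonad had 0 altered probes at site 7. With slide as a fixed block, the liver had 0 altered probes at site 7; the gonad had 0 altered probes at site 7. Within the scan day that holds 2 fish of each site, the liver had 0 altered probes at site 7; the gonad had 0 altered probes at site 7. The residuals of fish with the same number at different sites correlated with a mean r of 0.021 over 29 pairs in the liver, the lowest being -0.52, and -0.0095 over 26 pairs in the gonad, so the numbers do not pair fish across sites and the replicate block takes degrees of freedom without removing a shared deviation. Arrays of the same slide correlated with a mean r of 0.074 and 0.096 over 8 pairs in each tissue. The r of sites 13 and 21 in the liver is reversed in sign under that block; the cause was not tested.

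Leaving out each fish in turn leaves 3 fish at that site. In the liver the lowest and highest values, and each fish that moved a value outside the bounds, were: site 7 0 to 5566, main 1 (5566 without fish 1 of site 7; 2 without fish 2 of site 7; 5 without fish 3 of site 7; 303 without fish 4 of site 7; 0 without fish 1 of site 11; 0 without fish 3 of site 11; 0 without fish 5 of site 11); union 31 to 5691, main 102 (5691 without fish 1 of site 7; 195 without fish 3 of site 7; 392 without fish 4 of site 7; 31 without fish 3 of site 11; 41 without fish 5 of site 11; 54 without fish 2 of site 13; 49 without fish 3 of site 13; 37 without fish 5 of site 13); common to sites 7 and 12 0 to 1, main 0 (1 without fish 2 of site 11); separation 1.11 to 1.92, main 1.22 (1.92 without fish 1 of site 7; 1.78 without fish 4 of site 7); r of sites 7 and 12 0.234 to 0.688, main 0.644 (0.234 without fish 2 of site 12); site 12 0 to 2, main 0 (1 without fish 2 of site 11; 2 without fish 5 of site 11); site 21 1 to 6, main 6 (2 without fish 1 of site 11; 3 without fish 3 of site 11; 1 without fish 1 of site 21; 2 without fish 2 of site 21; 1 without fish 3 of site 21); site 13 31 to 91, main 101 (31 without fish 3 of site 11; 40 without fish 5 of site 11; 54 without fish 2 of site 13; 48 without fish 3 of site 13; 36 without fish 5 of site 13); Cy3 calls at site 7 0 to 2, main 0 (2 without fish 3 of site 11); Cy3 calls at site 12 0 to 3, main 0 (3 without fish 3 of site 11). For the gonad they were: site 7 7 to 87, main 41 (87 without fish 2 of site 7; 7 without fish 4 of site 11; 25 without fish 5 of site 11); union 230 to 883, main 463 (883 without fish 4 of site 7; 272 without fish 4 of site 11; 230 without fish 5 of site 11; 882 without fish 1 of site 12; 240 without fish 2 of site 13; 295 without fish 4 of site 13; 298 without fish 5 of site 13); separation 1.05 to 1.34, main 1.14 (1.29 without fish 4 of site 7); site 12 0 to 6, main 0 (6 without fish 7 of site 12); site 21 55 to 177, main 139 (75 without fish 4 of site 11; 55 without fish 5 of site 11; 74 without fish 1 of site 21; 68 without fish 3 of site 21); site 13 144 to 336, main 371 (228 without fish 4 of site 11; 189 without fish 5 of site 11; 144 without fish 2 of site 13; 213 without fish 4 of site 13; 208 without fish 5 of site 13); Cy3 calls at site 12 0 to 1, main 0 (1 without fish 1 of site 12); Cy3 calls at site 13 85 to 180, main 137 (85 without fish 5 of site 11). For the tests between the tissues they were: difference between the tissues at site 7 0 to 308, main 5 (0 without gonad of fish 2 of site 7; 0 without gonad of fish 4 of site 11; 308 without liver of fish 1 of site 7; 0 without liver of fish 3 of site 7; 9 without liver of fish 4 of site 7; 0 without liver of fish 1 of site 11; 0 without liver of fish 3 of site 11; 19 without liver of fish 5 of site 11); difference between the tissues at site 12 0 to 1, main 0 (1 without gonad of fish 7 of site 12; 1 without liver of fish 3 of site 12); difference between the tissues at site 21 72 to 171, main 121 (78 without gonad of fish 5 of site 11; 78 without gonad of fish 3 of site 21; 72 without liver of fish 3 of site 11); difference between the tissues at site 13 145 to 313, main 256 (166 without liver of fish 1 of site 11; 145 without liver of fish 3 of site 13). Why these fish move the values was not tested, apart from the background correction, weighed among the other observations.

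The share of altered probes that were up-regulated moved by more than 10 points under other scalings for the following: liver at site 7, 100% with the main setting against 67.1% with no background correction, 62% with Feature Extraction's log ratio and no further normalization, 59.1% without between-array scale, 52.6% in the Cy5 channel alone, 65.6% with the spots of non-uniform background left out and 67.6% leaving out the spots with any background mark; liver at site 21, 66.7% with the main setting against 42% with no background correction, 50.1% with Feature Extraction's log ratio and no further normalization, 47.8% without between-array scale, 32% in the Cy5 channel alone, 47.6% with the spots of non-uniform background left out and 48.2% leaving out the spots with any background mark; liver at site 13, 63.4% with the main setting against 47.8% with no background correction, 50.8% without between-array scale, 100% with median centring in place of loess, 40.7% in the Cy5 channel alone, 52.1% with the spots of non-uniform background left out and 52.9% leaving out the spots with any background mark; gonad at site 7, 24.4% with the main setting against 47% with no background correction, 50.1% with Feature Extraction's log ratio and no further normalization, 54.3% without between-array scale, 60.7% in the Cy5 channel alone, 45.7% with the spots of non-uniform background left out and 45.7% leaving out the spots with any background mark; gonad at site 21, 53.2% with the main setting against 42.6% with no background correction, 66.2% with Feature Extraction's log ratio and no further normalization and 92.4% with median centring in place of loess; gonad at site 13, 49.9% with the main setting against 93.7% with median centring in place of loess. The liver share at site 7 rests on 1 probe with the main setting. The cause was not tested.

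Not run were the count of gene names and the tests of gene lists (camera and fry), because no probe carries a gene name; scan day and slide as fixed blocks for sites 13 and 21, because no day or slide holds them with site 11; slide as a fixed block for site 12, because no slide holds it with site 11; and the clustering of the liver under median centring, because too few probes were altered. Signal over background limits the dim probes: the filter that keeps probes well above background moved only the counts at site 21 beyond 1.5 times, as given, and dim probes were kept in all other settings.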

Differences from the paper's values

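The paper counts genes and the values here count probes, none of which carries a gene name. The alternatives set before the data were examined were no background correction, mean pixel signals, Feature Extraction's log ratio without further normalization, the series table, no between-array scale, median centring in place of loess, Aquantile, outlier spots kept, the Cy5 channel alone, a filter on dim probes, the methods' Tukey test with and without the FDR threshold, an adjusted p under 0.05, an unadjusted p under 0.05 with no FDR threshold, no fold threshold, the fit of only the 8 arrays of the 2 sites, fish number as a replicate block, slide as a random block, leaving out each fish in turn and, for sites 7 and 12 alone, scan day as a block and the scan day with 2 fish of each site, and for site 7 alone slide as a fixed block. They are meant by alternatives in this part. Aquantile leaves the log ratios alone and gives by construction each value given for no between-array scale, so it is not listed again. Since the paper's lists of genes were not used here, how many of the paper's own altered genes a setting drops could not be counted.

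At site 12 in the liver, for all altered genes the paper's value is 213 and the value here 0; within 1.5 times it came the unadjusted threshold (292), and the others did not. At site 12 the up-regulated genes in the liver differ: the paper's value is 80 and the value here 0; none of the alternatives came within 1.5 times it. At site 12 the down-regulated genes in the liver differ: the paper's value is 133 and the value here 0; within 1.5 times it came the unadjusted threshold (121), and the others did not. The 0 is limma's; the unadjusted threshold gave 292 and the methods' Tukey test 9 in the liver. Simulations with no changed probe gave a mean of 537 at that threshold. With the spots of non-uniform background left out, a setting chosen after seeing the values, 774 probes passed it.

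At site 7 in the liver, for all altered genes the paper's value is 647 and the value here 1; within 1.5 times it came Feature Extraction's log ratio (463), the series table (463) and no between-array scale (828), and the others did not. At site 7 the up-regulated genes in the liver differ: the paper's value is 394 and the value here 1; within 1.5 times it came Feature Extraction's log ratio (287), the series table (287) and no between-array scale (489), and the others did not, while the spots of non-uniform background left out (263) also did, which was chosen after seeing the values. At site 7 the down-regulated genes in the liver differ: the paper's value is 253 and the value here 0; within 1.5 times it came Feature Extraction's log ratio (176), the series table (176), no between-array scale (339) and leaving out fish 4 of site 7 (205), and the others did not.

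At site 21 in the liver, for all altered genes the paper's value is 865 and the value here 6; within 1.5 times it came Feature Extraction's log ratio (697) and the series table (688), and the others did not. At site 21 the up-regulated genes in the liver differ: the paper's value is 434 and the value here 4; within 1.5 times it came Feature Extraction's log ratio (349) and the series table (346), and the others did not. At site 21 the down-regulated genes in the liver differ: the paper's value is 431 and the value here 2; within 1.5 times it came no background correction (324), Feature Extraction's log ratio (348) and the series table (342), and the others did not.

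At site 13 in the liver, for all altered genes the paper's value is 1113 and the value here 101; within 1.5 times it came no background correction (923), no between-array scale (839) and the fit of 8 arrays (776), and the others did not, while the spots of non-uniform background left out (865) and the spots with any background mark left out (826) also did, which were chosen after seeing the values. At site 13 the up-regulated genes in the liver differ: the paper's value is 650 and the value here 64; within 1.5 times it came no background correction (441), Feature Extraction's log ratio (969) and the series table (965), and the others did not, while the spots of non-uniform background left out (451) and the spots with any background mark left out (437) also did, which were chosen after seeing the values. At site 13 the down-regulated genes in the liver differ: the paper's value is 463 and the value here 37; within 1.5 times it came no background correction (482), no between-array scale (413), Cy5 alone (319) and the fit of 8 arrays (376), and the others did not, while the spots of non-uniform background left out (414), the spots with any background mark left out (389) and Cy5 alone with the spots of non-uniform background left out (336) also did, which were chosen after seeing the values.

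At site 12 in the gonad, for all altered genes the paper's value is 112 and the value here 0; none of the alternatives came within 1.5 times it. At site 12 the up-regulated genes in the gonad differ: the paper's value is 48 and the value here 0; none of the alternatives came within 1.5 times it. At site 12 the down-regulated genes in the gonad differ: the paper's value is 64 and the value here 0; within 1.5 times it came the unadjusted threshold (88), and the others did not. The 0 is limma's; the unadjusted threshold gave 229 and the methods' Tukey test 22 in the gonad. Simulations with no changed probe gave a mean of 511 at that threshold.

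At site 7 in the gonad, for all altered genes the paper's value is 812 and the value here 41; none of the alternatives came within 1.5 times it, while Cy5 alone with the spots of non-uniform background left out (547) did, which was chosen after seeing the values. At site 7 the up-regulated genes in the gonad differ: the paper's value is 438 and the value here 10; within 1.5 times it came Cy5 alone (328), and the others did not, while Cy5 alone with the spots of non-uniform background left out (332) also did, which was chosen after seeing the values. At site 7 the down-regulated genes in the gonad differ: the paper's value is 374 and the value here 31; none of the alternatives came within 1.5 times it.

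At site 21 in the gonad, for all altered genes the paper's value is 1126 and the value here 139; within 1.5 times it came Feature Extraction's log ratio (1232), the series table (1233) and Cy5 alone (815), and the others did not, while Cy5 alone with the spots of non-uniform background left out (869) also did, which was chosen after seeing the values. At site 21 the up-regulated genes in the gonad differ: the paper's value is 738 and the value here 74; within 1.5 times it came Feature Extraction's log ratio (816) and the series table (817), and the others did not. At site 21 the down-regulated genes in the gonad differ: the paper's value is 388 and the value here 65; within 1.5 times it came no background correction (378), Feature Extraction's log ratio (416), the series table (416), Cy5 alone (386) and the unadjusted threshold (417), and the others did not, while the spots of non-uniform background left out (377), the spots with any background mark left out (368) and Cy5 alone with the spots of non-uniform background left out (407) also did, which were chosen after seeing the values.

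At site 13 in the gonad, for all altered genes the paper's value is 1590 and the value here 371; within 1.5 times it came no background correction (1393), Feature Extraction's log ratio (2290), the series table (2288), no between-array scale (1240), Cy5 alone (1427) and the fit of 8 arrays (1228), and the others did not, while the spots of non-uniform background left out (1482), the spots with any background mark left out (1487) and Cy5 alone with the spots of non-uniform background left out (1517) also did, which were chosen after seeing the values. At site 13 the up-regulated genes in the gonad differ: the paper's value is 911 and the value here 185; within 1.5 times it came Feature Extraction's log ratio (1360), the series table (1359) and Cy5 alone (686), and the others did not, while the spots of non-uniform background left out (665), the spots with any background mark left out (673) and Cy5 alone with the spots of non-uniform background left out (735) also did, which were chosen after seeing the values. At site 13 the down-regulated genes in the gonad differ: the paper's value is 679 and the value here 186; within 1.5 times it came no background correction (796), Feature Extraction's log ratio (930), the series table (929), no between-array scale (646), Cy5 alone (741), the unadjusted threshold (596) and the fit of 8 arrays (715), and the others did not, while the spots of non-uniform background left out (817), the spots with any background mark left out (814) and Cy5 alone with the spots of non-uniform background left out (782) also did, which were chosen after seeing the values.

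For the union of altered genes, whose tissue the paper does not name, compared with the liver, the paper's value is 2624 and the value here 102; within 1.5 times it came Feature Extraction's log ratio (2341), the series table (2332) and the unadjusted threshold (2657), and the others did not. For the union of altered genes, whose tissue the paper does not name, compared with the gonad, the paper's value is 2624 and the value here 463; within 1.5 times it came no background correction (1935), Feature Extraction's log ratio (3087), the series table (3086), Cy5 alone (2149) and the unadjusted threshold (2543), and the others did not, while the spots of non-uniform background left out (2070), the spots with any background mark left out (2052) and Cy5 alone with the spots of non-uniform background left out (2261) also did, which were chosen after seeing the values. For the genes common to sites 7 and 12, whose tissue the paper does not name, compared with the liver, the paper's value is 31 and the value here 0; none of the alternatives came within 1.5 times it. For the genes common to sites 7 and 12, whose tissue the paper does not name, compared with the gonad, the paper's value is 31 and the value here 0; none of the alternatives came within 1.5 times it. These 0 are limma's; the unadjusted threshold gave 66 in the liver and 63 in the gonad, and the methods' Tukey test 1 and 9.

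For the gonad at site 7 the paper's counts have more genes up than down; here 10 probes were up-regulated and 31 down-regulated. The direction was the paper's with Feature Extraction's log ratio (249 up, 248 down), the series table (250 up, 248 down), no between-array scale (201 up, 169 down) and Cy5 alone (328 up, 212 down), and also with Cy5 alone with the spots of non-uniform background left out (332 up, 215 down), a setting chosen after seeing the values. For the gonad at site 13 the paper has more genes up than down, while here 185 were up and 186 down. More were up than down with Feature Extraction's log ratio (1360 up, 930 down), the series table (1359 up, 929 down), median centring in place of loess (461 up, 31 down), outlier spots kept (196 up, 195 down), adjusted p under 0.05 (61 up, 50 down), no fold threshold (427 up, 278 down), slide as a random block (187 up, 184 down), leaving out fish 2 of site 11 (177 up, 153 down), leaving out fish 2 of site 13 (76 up, 68 down), leaving out fish 3 of site 13 (176 up, 147 down), leaving out fish 4 of site 13 (109 up, 104 down) and leaving out fish 5 of site 13 (105 up, 103 down). The direction in the liver at sites 7, 21 and 13 and in the gonad at site 21 was the paper's here, with 1 up and 0 down, 4 and 2, 64 and 37, and 74 and 65, the first resting on 1 probe. More were down than up at site 7 in the liver with methods' Tukey test without the FDR threshold (87 up, 122 down), the unadjusted threshold (783 up, 1099 down), leaving out fish 1 of site 7 (2212 up, 3354 down), leaving out fish 4 of site 7 (98 up, 205 down) and leaving out fish 2 of site 11 (0 up, 1 down). More were down than up at site 21 in the liver with no background correction (235 up, 324 down), no between-array scale (142 up, 155 down), Cy5 alone (8 up, 17 down), the unadjusted threshold (160 up, 170 down) and the fit of 8 arrays (70 up, 82 down), and also with the spots of non-uniform background left out (146 up, 161 down), the spots with any background mark left out (144 up, 155 down) and Cy5 alone with the spots of non-uniform background left out (9 up, 17 down), settings chosen after seeing the values. More were down than up at site 13 in the liver with no background correction (441 up, 482 down) and Cy5 alone (219 up, 319 down), and also with Cy5 alone with the spots of non-uniform background left out (220 up, 336 down), a setting chosen after seeing the values. More were down than up at site 21 in the gonad with no background correction (281 up, 378 down), methods' Tukey test without the FDR threshold (110 up, 112 down), the unadjusted threshold (237 up, 417 down), the fit of 8 arrays (166 up, 217 down) and leaving out fish 6 of site 11 (85 up, 92 down), and also with the spots of non-uniform background left out (325 up, 377 down) and the spots with any background mark left out (317 up, 368 down), settings chosen after seeing the values. Of sites 7, 12, 13 and 21, site 13 had the most altered probes and site 12 the fewest in both tissues, as in the paper; at the unadjusted threshold site 7 had the most in both (1882 and 1330). The paper places the fish of each site together; here 4 of 4 fish shared a cluster at sites 11 and 13 in the liver and at sites 11, 12, 13 and 21 in the gonad, against 3 at sites 7, 12 and 21 in the liver and 2 at site 7 in the gonad. It also places site 7 with site 12, whereas here sites 11 and 12, which the paper also aligns, joined each other before site 7 did, over the altered probes and over all probes in both tissues. Site 7 joined them next, except over the altered gonad probes with the spots of non-uniform background left out, a setting chosen after seeing the values, where it joined sites 13 and 21. Sites 13 and 21 joined each other here as in the paper.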

Other observations

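The tests of the background correction, of the slides, of pairs of sites without site 11, the permuted site labels for the clusters over all probes, and all values with the spots of non-uniform local background left out were tests chosen only after the results had been seen.

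Chance was tested by dividing the 8 fish of a pair of sites in all 35 ways. In the liver, as many altered probes as the real division came from 35 of 35 divisions for site 12 against 11, 26 for site 7, 1 for site 21 and 1 for site 13. For the gonad they were 35 for site 12, 1 for site 7, 1 for site 21 and 1 for site 13. For site 7 against 12, 8 divisions in the liver and 6 in the gonad gave as many (2 and 1 with the spots of non-uniform local background left out), and for site 7 against 13, site 7 against 21, site 12 against 13, site 12 against 21 and site 13 against 21, 1 of 35 did in each tissue. Without the spots of non-uniform local background, the numbers against site 11 were 35 at site 12 and 1 at each of sites 7, 21 and 13, in both tissues. For site 12 the count itself was 0 by limma, so every division gives as many and the test says nothing about chance there. For sites 13 and 21 against site 11, 1 of 35 is the smallest share that the divisions allow, without adjustment over the pairs examined. It argues against chance in both tissues but does not exclude it. For site 7 against 11 the divisions alone reach that share in the gonad, and in the liver only with those spots left out. These divisions take no account of slides, though each array of site 7 shares a slide with an array of site 11. With slide as a fixed block or scan day as a block limma called 0 probes at site 7 in both tissues, and with slide as a random block 16 in the liver and 198 in the gonad; these blocks were not run with the spots left out. Without a block, 1882 probes in the liver and 1330 in the gonad passed the unadjusted threshold at site 7, and the methods' Tukey test called 23 and 187. For site 7 against 12, the smallest share was reached only in the gonad with the spots left out. For each pair that spans the scanning campaigns, the real division is also the division by campaign.

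More probes were altered at sites 13 and 21 than at sites 7 and 12, and sites 13 and 21 were scanned in the later campaign. This did not hold under every setting with all fish: in the liver site 7 had more than site 21 with the spots of non-uniform local background left out (401 against 307), and likewise with the spots of any background mark left out, no between-array scale (and Aquantile, which has the same log ratios), median centring in place of loess, Cy5 alone with or without those spots, the Tukey test without the FDR threshold, the unadjusted threshold and slide as a random block, and in the gonad with the Tukey test with and without the FDR threshold, the unadjusted threshold and slide as a random block. A pair of sites that spans the campaigns had more altered probes than a pair within a campaign in 22 of 24 comparisons in the liver and in 24 of 24 in the gonad. Once the spots of non-uniform local background were left out, it did in 19 and 24, in the Cy5 channel alone in 18 and 24, and in the quantile-normalized Cy3 channel alone in 24 and 24. A change of the reference channel as the source was tested in 2 ways. Across probes, the change of the log ratio between the campaigns correlated with the change of Cy3 on the arrays of the other tissue with an r of -0.0264 in the liver and -0.0043 in the gonad, where the Cy3 changes of both tissues correlated with each other with an r of 0.43. Of the probes altered at site 13, 0.99% in the liver and 1.35% in the gonad were also called in the Cy3 channel. With the spots left out these shares were 8.32% and 2.02%, and at site 21 in the liver 17.9%. The tables therefore argue against the reference channel as the source of most of these calls, though a part of them in the liver depends on it once the spots are left out. What stays open is the campaign itself, acting through the Cy5 channel, and the sites, which cannot be told apart because no site was scanned in both campaigns.

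When the Cy3 channel alone, quantile-normalized, was clustered, 20 of 20 arrays in the liver and 20 of 20 in the gonad lay in the branch of their campaign. Over the log ratios of all probes 13 of 20 in the liver and 20 of 20 in the gonad did, with the spots of non-uniform local background left out 20 and 20, and in the Cy5 channel alone 12 and 20. A candidate explanation for a branch of sites 13 and 21 is therefore the campaign, since the reference RNA alone, which holds no RNA of the caged fish, divides the arrays in this way. A likeness of these sites in the fish is also open, as untested.

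Fish grouped with their own site more often over the altered probes than over all probes. Over all probes 11 liver arrays and 10 gonad arrays did, where permuted site labels give a median of 9 in both tissues, so the choice of probes by site may account for part of the grouping. After the spots of non-uniform local background were left out, 14 liver and 11 gonad arrays did over all probes (permutation test, one-sided, p = 6e-04 and p = 0.0667).

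The effects of sites 13 and 21 resembled each other. With the site 11 arrays split between them, r was 0.210 in the liver and 0.276 in the gonad, with a spread between fish (jackknife SD) of 0.126 and 0.107 for the unsplit value. Both lie above the 0.2 written down beforehand as speaking against the shared arrays, but that limit took no account of spread. The spread of the split value, which rests on 2 arrays of site 11 per comparison, was not computed, so the shared arrays and a likeness of the sites cannot be told apart in either tissue. The campaign that these sites share stays open in both tissues.

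A shift common to both tissues in the later campaign was tested by the correlation of the changes in liver and gonad across probes. With all spots in, the r was 0.11 at site 21 and 0.173 at site 13, below the 0.247 at site 12 and 0.388 at site 7, which were scanned with site 11. With the spots of non-uniform local background left out, the r was 0.11 and 0.169 against 0.167 at site 12 and 0.285 at site 7, and in the Cy5 channel alone 0.169 and 0.184 against 0.155 and 0.28. Without between-array scale they were 0.111 and 0.164 against 0.216 at site 12 and 0.164 at site 7. The order depends on the setting, so a common shift and the sites cannot be told apart by this test.

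Liver and gonad of the same fish deviated together from the means of their site. Over the 14 fish with both arrays, the mean r across probes was 0.196 within a fish and -0.0593 between fish of a site (permutation test over all 3456 pairings within sites, one-sided, p = 0.00984). Within sites 13 and 21 the p was 0.00694, the smallest that the 144 pairings allow, and within sites 7, 11 and 12 it was 0.375. With the spots of non-uniform local background left out, it was 0.000289 over all sites, the smallest that the pairings allow, and 0.0417 within sites 7, 11 and 12, also the smallest. The state of the individual fish may explain this. The alternative is that the liver and gonad of a fish shared a slide, as 6 of the 7 fish of the later campaign did. The 7 fish of the earlier campaign share no slide between liver and gonad. With all spots in, their 0.375 does not decide; with the spots left out their mean r was 0.221 within a fish and -0.132 between fish, the 0.0417 given, which argues against a shared slide as the whole source. That argument rests on a setting chosen after the values were seen and on a p that is the smallest its 24 pairings allow. Other handling shared by the samples of a fish was not tested.

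The liver at site 7 had 1 altered probe with all spots in the background correction and 401 with the spots of non-uniform local background left out. The small count may therefore come from a background correction that a few spots pulled away on the arrays of fish 2 and 3. Of the 5 arrays with small log ratios, 4 came within the range of the other 35 once these spots were left out, and the fifth, fish 4 of site 7 in the gonad, reached 0.341 where the lowest of the others was 0.348. Other arrays were shifted by less, such as that of fish 5 of site 7 in the gonad, where the Cy3 intensity at the 10th percentile was 159 with all spots in and 69.9 with them left out, and that of fish 2 of site 13 in the gonad, where Cy5 was 126 and 77.1. No test was made of what gave these spots their background.

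No fish lay far from the other fish of its group by Dixon's ratio in 32 groups of 4 values tested, over the median size of the log ratio before scaling, the share of spots well above background in Cy5 and the median Cy5 signal of each site and tissue, and over probe EA_Pp_51547 in the liver at sites 7 and 11; chance alone marks about 1 group in 20.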
